# Tissue-specific shaping of the TCR repertoire and antigen specificity of iNKT cells

**DOI:** 10.7554/eLife.51663

**Published:** 2019-12-16

**Authors:** Rebeca Jimeno, Marta Lebrusant-Fernandez, Christian Margreitter, Beth Lucas, Natacha Veerapen, Gavin Kelly, Gurdyal S Besra, Franca Fraternali, Jo Spencer, Graham Anderson, Patricia Barral

**Keywords:** NKT cell, TCR, lipid antigen, Human, Mouse

## Abstract

Tissue homeostasis is critically dependent on the function of tissue-resident lymphocytes, including lipid-reactive invariant natural killer T (iNKT) cells. Yet, if and how the tissue environment shapes the antigen specificity of iNKT cells remains unknown. By analysing iNKT cells from lymphoid tissues of mice and humans we demonstrate that their T cell receptor (TCR) repertoire is highly diverse and is distinct for cells from various tissues resulting in differential lipid-antigen recognition. Within peripheral tissues iNKT cell recent thymic emigrants exhibit a different TCR repertoire than mature cells, suggesting that the iNKT population is shaped after arrival to the periphery. Consistent with this, iNKT cells from different organs show distinct basal activation, proliferation and clonal expansion. Moreover, the iNKT cell TCR repertoire changes following immunisation and is shaped by age and environmental changes. Thus, post-thymic modification of the TCR-repertoire underpins the distinct antigen specificity for iNKT cells in peripheral tissues

## Introduction

Most anatomical compartments, including mucosal surfaces and solid organs, host large populations of tissue-resident lymphocytes which are uniquely placed to provide local networks for immune surveillance and defence against infection (Fan and Rudensky, 2016). Within the families of tissue-resident lymphocytes, invariant Natural Killer T (iNKT) cells constitute the body’s means to sense lipids, as antigens presented on CD1d (Salio et al., 2014). Accordingly, iNKT cells recognise through their T cell receptors (TCR) self-lipids as well as lipids from pathogenic bacteria, commensals, fungi or pollens; consequently contributing to anti-microbial, antitumor and autoimmune responses (Salio et al., 2014). Since iNKT cell activation can prevent or promote immunopathology in diverse disease contexts, the strict control of peripheral iNKT cell homeostasis is vital to regulate local immunity. Beyond the common features shared by all iNKT cells (including their CD1-restriction and innate-like properties), cells found in discrete tissues have distinct phenotypes and functions that critically modulate the outcome of immunity (Crosby and Kronenberg, 2018). This suggests that unique tissue-specific factors (including local lipid antigens, cytokines and/or hormones) may shape the population of iNKT cells resident in those tissues, ultimately regulating local immune responses. Consistent with this, alterations in CD1d-lipid presentation in the gut or the liver result in dysregulated homeostasis of local iNKT cells driving increased susceptibility to inflammation in these tissues (An et al., 2014; Zeissig et al., 2017). Nonetheless, how signals from the tissue environment shape the iNKT cell population to best fit their function in their tissues of residency remains unclear.

iNKT cells have been traditionally defined by the expression of an invariant TCR α-chain (Vα14-Jα18 in mice or Vα24-Jα18 in humans) and their capacity to recognise the glycolipid antigen α-galactosylceramide (αGalCer) presented on CD1d. Despite this prototypical TCR repertoire gene usage, in recent years it has become apparent that there are variations within the iNKT cell repertoire that ultimately impact the antigen recognition capacity and consequently the functional outcomes during an immune response. In mice, although most iNKT cells express the canonical Vα14-Jα18 TCR α-chain, they can use different Vβ chains and the combination of Vβ-, Jβ-, and CDR3β-encoded residues will ultimately determine the type of ligands that iNKT cells can bind (Cameron et al., 2015; Mallevaey et al., 2009; Matsuda et al., 2001). Moreover, a population of αGalCer-reactive NKT cells that express Vα10 TCR and has a distinct lipid-recognition capacity has been identified (Uldrich et al., 2011). In humans, while the majority of αGalCer-binding iNKT cells express the prototypical Vα24Vβ11 TCR, populations of *atypical NKT cells* have been found in the blood, with cells expressing a range of TCRα and TCRβ chains that show differential recognition of lipid antigens (Le Nours et al., 2016; Matulis et al., 2010). Therefore, the so-called *invariant NKT cells* constitute a polyclonal population with a broader antigen recognition capacity than previously assumed. Since iNKT cells are tissue-resident cells an important question remains regarding whether the iNKT cell TCR repertoire (and consequently antigen specificity) is related to their anatomical location and/or shaped by the antigens that these cells encounter in peripheral tissues. Similarly, whether the iNKT cell population changes in response to environmental challenges including infection, vaccination, alterations in the diet or antibiotic use is unknown.

While the TCR repertoire is determined during thymic selection the relevance of post-thymic TCR shaping has been demonstrated for both conventional CD4^+^ T cells and regulatory T cells (Tregs). Accordingly, the TCR repertoire of thymic and peripheral CD4^+^ T cells (or that of recent thymic emigrants (RTE) and mature naïve T cells) are not identical, suggesting that certain clones are preferentially enriched and/or deleted in the periphery (Correia-Neves et al., 2001; Houston and Fink, 2009). Similarly, the TCR repertoire of natural Tregs is unique for individual tissues, is shaped by the local antigenic landscape and controls Treg-mediated tolerance to the tissues (Lathrop et al., 2011; Lathrop et al., 2008). In the case of iNKT cells, CCR7^+^ iNKT cell precursors are known to emigrate from the thymus and home to peripheral tissues where they undergo further maturation (Wang and Hogquist, 2018). In this way peripheral signals presumably shape the iNKT cell population into a mature iNKT cell pool. However, whether they impact the antigen recognition capacity of iNKT cells in their tissues of residency remains unknown.

Here, we have investigated the impact of the anatomical location in the peripheral iNKT cell population. By combining flow-cytometry analyses, lipid-loaded tetramers and RNAseq experiments we demonstrate that the iNKT cell TCR repertoire is highly polyclonal and it is different for iNKT cells resident in various tissues resulting in differential lipid antigen recognition. In line with this, the repertoire of iNKT RTE is distinct from that of mature iNKT cells suggesting that local signals shape the mature iNKT cell population. Accordingly, the basal activation, proliferation and clonal expansion of iNKT cells is dictated by anatomical location. Moreover, the repertoire and phenotype of human iNKT cells is also different for cells found in various anatomical locations. Thus, our data uncovers a novel mechanism of tissue-specific immunoregulation that underpins the antigen-specificity of iNKT cells in different sites.

## Results

### Distinct TCR repertoire and clonal expansion for iNKT cells from various tissues

The majority of αGalCer-reactive iNKT cells express an invariant TCR α-chain (Vα14-Jα18), however the Vβ chain usage is variable, with higher percentages of cells expressing Vβ7 or Vβ8 chains. Thus, to evaluate whether the TCR repertoire of iNKT cells is related to their anatomical location we examined the expression of Vβ7 and Vβ8.1/8.2 by iNKT cells from various lymphoid tissues of WT C57BL/6 mice. We identified iNKT cells from thymus, spleen, inguinal lymph node (iLN) and mesenteric lymph node (mLN) by PBS57-loaded CD1d tetramer (CD1d-tet-PBS57; being PBS57 an analogue of αGalCer) and TCRβ co-staining (Figure 1; Figure 1—figure supplement 1A). Within the iNKT cell population we found that the percentage of Vβ usage varied according to anatomical location, and particularly iNKT cells from LNs showed decreased percentage of cells using Vβ8.1/8.2 chains and increased percentages of cells using ‘other’ Vβs (other than Vβ7 or Vβ8.1/8.2) in comparison with cells from thymus or spleen (Figure 1A). We also observed significant differences in TCRVβ usage for iNKT cells identified in non-lymphoid tissues including liver, lung and small intestinal lamina propria (SI-LP) (Figure 1—figure supplement 1A and B). Interestingly, we detected the same shift in TCRVβ usage after iNKT cells (enriched from spleen and thymus) were adoptively transferred into congenic mice. Twelve days after transfer, donor cells found in LNs showed a decreased frequency of TCRVβ8.1/8.2 usage in comparison with cells found in the spleen, recapitulating the TCRVβ usage of endogenous iNKT cells (Figure 1—figure supplement 1C). Thus, all together this data indicates that the TCRβ repertoire of peripheral iNKT cells varies according to their anatomical location.

**Figure 1.**
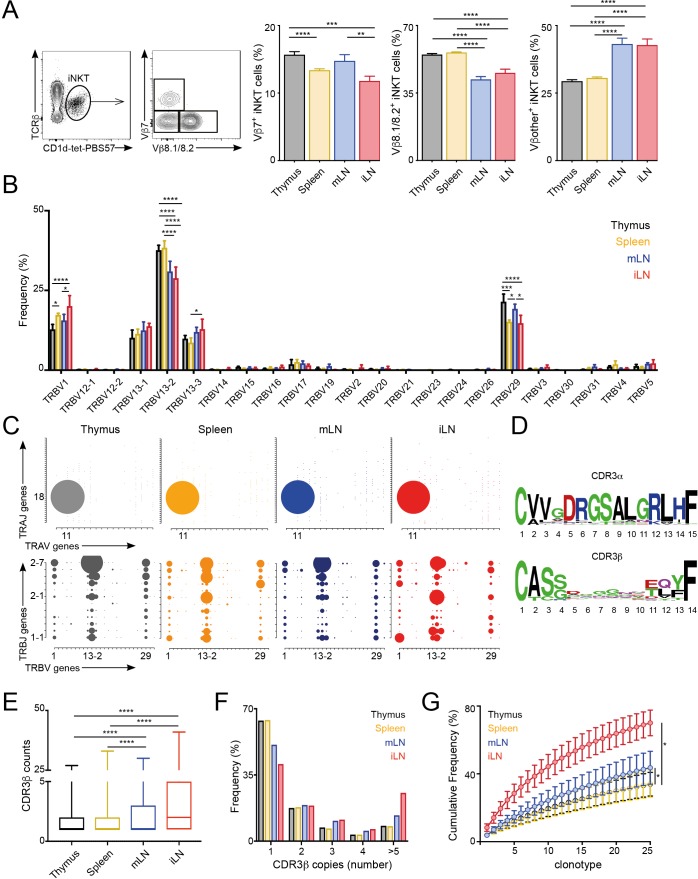
Different TCRVβ usage and clonal expansion in iNKT cells from several lymphoid tissues. (**A**) Flow cytometry plots showing gating strategy (left) and quantification (right) for iNKT cells expressing Vβ7, Vβ8.1/8.2 or Vβother (non-Vβ7 or Vβ8.1/8.2) in the depicted tissues of WT C57BL/6. Bars represent mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 paired *t*-test. n = 15 mice from five independent experiments. (**B**) Frequency of TRBV gene usage in iNKT cell TCR sequences. Frequencies are calculated from RNAseq data from four samples per tissue. Bars represent mean ± SEM. *p<0.05, ***p<0.001, ****p<0.0001, ANOVA with Tukey’s multiple comparison test. (**C**) Gene usage plot (2D) showing TRAV-TRAJ (top) and TRBV-TRBJ (bottom) pairing for total TCR sequences obtained from iNKT cells isolated from the depicted tissues of WT mice. The circle size represents the percentage of sequences with each specific V-J pairing from the total TCR sequences for each tissue. (**D**) Visual representation for aa enrichment at each position for CDR3α (top) and CDR3β (bottom) sequences for iNKT cells (pooled from all tissues). Analyses were performed with sequences of 15 or 14 aa for CDR3α and CDR3β respectively. Graphics were generated with Weblogo. (**E**) Median value for counts for CDR3β sequences identified in the depicted tissues. Data obtained from RNAseq and pooled from four samples per tissue. Data have been calculated using the counts for each CDR3β sequence and expressed as box-and-whisker diagrams depicting the median ± lower quartile, upper quartile, sample minimum and maximum. ****p<0.0001 Mann-Whitney test. (**F**) Frequency of CDR3β clonotype usage in relation to the repertoire size for iNKT cells isolated from the depicted tissues (data obtained from RNAseq and pooled from four samples per tissue). Frequency of CDR3β sequences present once, twice, 3, 4 or five or more times are shown. (**G**) Cumulative frequencies occupied by the 25 most prevalent CDR3β clonotypes for iNKT cells isolated from the depicted tissues. Data has been calculated for sequences from four samples per tissue and represented as mean ± SEM. *p<0.05, paired *t*-test. Figure 1—source data 1.Different TCRVβ usage and clonal expansion in iNKT cells from several lymphoid tissues.

**Figure 1—figure supplement 1.**
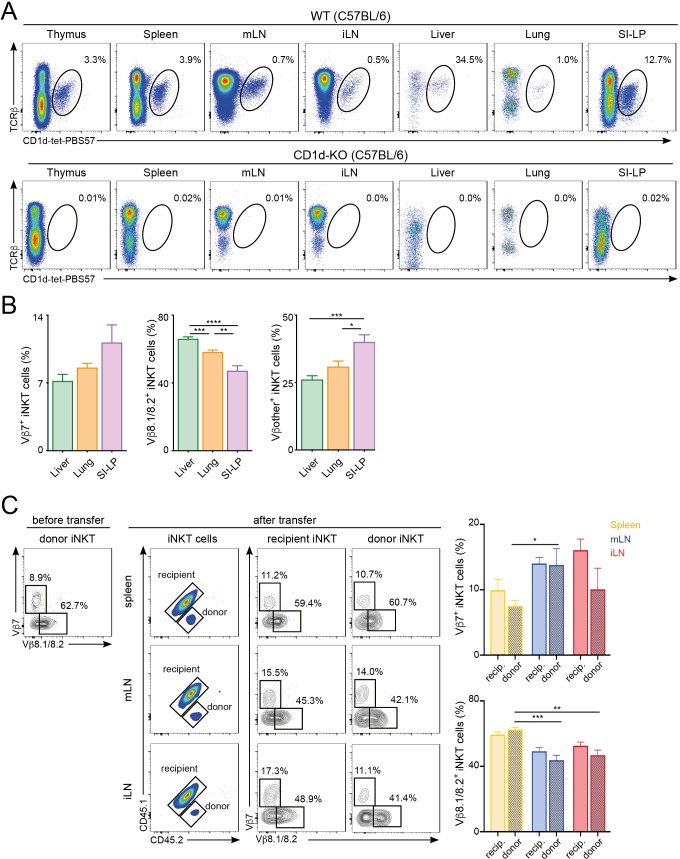
Tissue-dependent bias for TCRVβ usage in iNKT cells. (**A**) Flow cytometry profiles showing iNKT cells (TCRβ^+^CD1d-tet-PBS57^+^) in the depicted tissues of WT and CD1d-KO mice. Numbers indicate percentage of iNKT cells within TCRβ^+^ cells. (**B**) Quantification of iNKT cells expressing Vβ7, Vβ8.1/8.2 or Vβother (non-Vβ7 or Vβ8.1/8.2) in the depicted tissues of WT C57BL/6 mice. Bars represent mean ± SEM. *p<0.05, **p<0.01, ***p<0.001 two-tailed unpaired *t*-test. n = 7 mice from three independent experiments. (**C**) iNKT cells enriched from spleen and thymus were adoptively transferred into congenic mice and TCRVβ usage in iNKT cells homing to various tissues was analysed 12 days later. Flow-cytometry plots show expression of Vβ7 and Vβ8.1/8.2 in iNKT cells from donor (CD45.2^+^) and recipient (CD45.1^+^CD45.2^+^) mice before or 12 days after transfer. Bar plots show frequency of donor and recipient iNKT cells expressing Vβ7 or Vβ8.1/8.2 in the depicted tissues. Bars represent mean ± SEM. n = 5 recipient mice from two independent experiments. *p<0.05, **p<0.01, ***p<0.001 two-tailed unpaired *t*-test. Figure 1—figure supplement 1—source data 1.Tissue-dependent bias for TCRVβ usage in iNKT cells.

**Figure 1—figure supplement 2.**
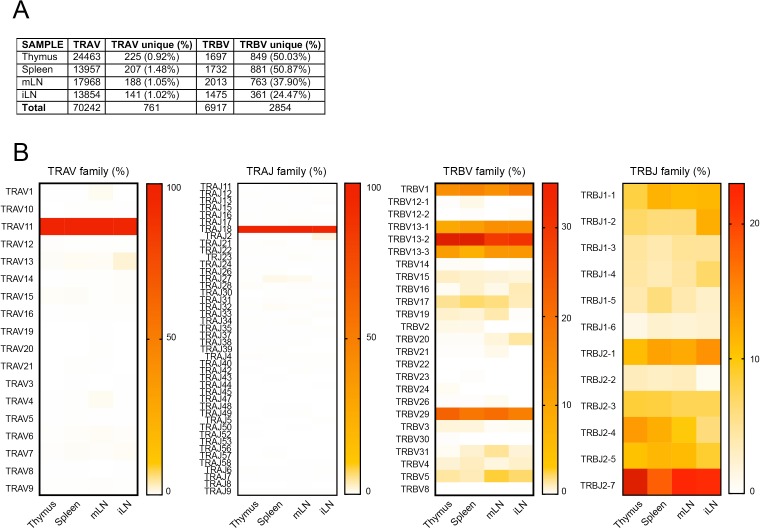
Frequency of TRBV and TRAV gene usage in iNKT cell TCR sequences. (**A**) Total number of TRAV and TRBV sequences and percentages of unique sequences obtained from cells on the indicated tissues. (**B**) Heat map representation of the frequency of TRAV, TRAJ, TRBV and TRBJ sequences for iNKT cells isolated from the depicted tissues. Data obtained from RNAseq and pooled from four samples per tissue. Figure 1—figure supplement 2—source data 1.Frequency of TRBV and TRAV gene usage in iNKT cell TCR sequences.

**Figure 1—figure supplement 3.**
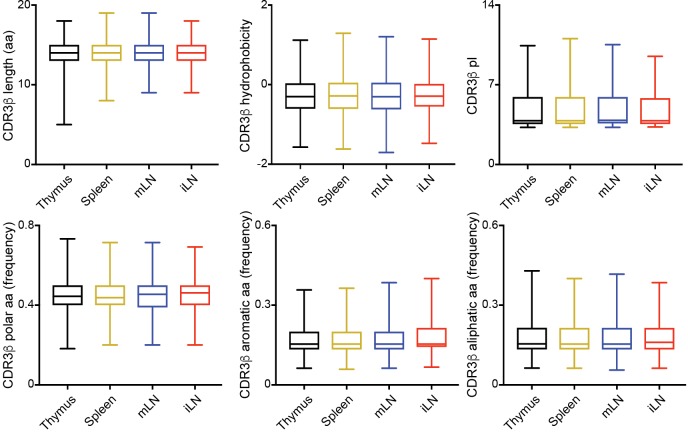
Physicochemical properties of CDR3β sequences. Median values for length, hydrophobicity, pl, and frequency of polar, aromatic or aliphatic aa in CDR3β sequences identified in the depicted tissues. Data are expressed as box-and-whisker diagrams depicting the median ± lower quartile, upper quartile, sample minimum and maximum. Data obtained from RNAseq and pooled from four samples per tissue. Figure 1—figure supplement 3—source data 1.Physicochemical properties of CDR3β sequences.

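For the RNAseq experiment, iNKT cells that bound the PBS57-loaded CD1d tetramer and TCRβ antibody, and that lacked B220, CD11b, CD11c and CD8, were sorted from lymphoid tissues of WT mice aged 6 weeks. Libraries from 15 samples were analysed here, 4 each from thymus, spleen and mLN and 3 from iLN. The replicates are numbered 1 to 4, and iLN replicate 1 was not analysed here. Replicates 1 and 2 form batch 2 (7 samples, of which 1 is from iLN) and replicates 3 and 4 form batch 1 (8 samples, of which 2 are from iLN). Before sorting, LNs were digested for 15 min at 37 °C, whereas spleen and thymus were pressed through a strainer. The authors trimmed paired-end reads of 101 bp with Cutadapt, quantified them with RSEM and Bowtie2 against the mouse genome GRCm38.p6, and deposited the expected count of each gene. An expected count is RSEM's estimate of the fragments from a gene, in which a fragment that aligns to several genes is shared between them. The deposited counts carry no normalization and no filter on low values.
Each sample lists 48795 genes by Ensembl identifier, of which 24546 had a nonzero total over the 15 samples. The total count per sample was between 1152702 and 8161474 in thymus (median 5025938, lowest in replicate 2), between 4919511 and 8670570 in spleen (median 5760923), between 4740370 and 7914302 in mLN (median 5799787) and between 4080550 and 5360793 in iLN (median 5256722). Mitochondrial rRNA took 10.5% to 23.1% of the counts. Nuclear genes that overlap rRNA repeats took a median of 22.6% in batch 1 and 5.89% in batch 2.
Expected counts were rounded, genes with low counts were removed with edgeR's filterByExpr, and 13600 genes were normalized by edgeR's TMM method and fitted with edgeR's quasi-likelihood model with tissue and batch as factors. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.01 and a fold change over 1.5, the thresholds of Figure 3A. In counts simulated from the depths of the 15 samples, the model called 66.7% of the genes changed by 2 on the log2 scale and 16.8% of those changed by 1, and it called 1 of 13400 unchanged genes. These changes were set in thymus alone, in genes without low mean counts and with no batch effect. Whether the replicate numbers pair the samples was checked across genes, which are not independent replicates. Deviations from the tissue means had a mean Pearson's r of 0.126 between samples with the same replicate number (21 pairs). The mean r was 0.112 between samples of the same batch with different numbers (21 pairs) and −0.116 between samples of different batches (42 pairs). Deviations from the mean of each tissue and batch had a mean r of 0.0234 between same-numbered samples (18 pairs, lowest 0.00258). Between differently numbered samples of a batch it was −0.0234 (18 pairs, highest −0.00258). With 2 samples per tissue and batch, these are the same-numbered values with the sign changed, and add no evidence. Each same-numbered r also occurs in 2 of the 18 pairs. By the same-numbered values alone, samples with the same number deviated together within batches, but weakly. Intervals given for single samples cover counting error only.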

To get an unbiased overview of the properties and TCR repertoire of peripheral iNKT cells, we sort-purified iNKT cells from various lymphoid tissues (thymus, spleen, iLN, mLN), and performed whole transcriptome RNA sequencing (RNAseq). This method, not only enabled identification of the differentially expressed genes and pathways in iNKT cells from individual tissues, but also analyses of iNKT cell clonality and TCR repertoire (Brown et al., 2015; Li et al., 2016). Thus, using our RNAseq data we took advantage of MiXCR software to identify the CDR3 sequences, V, D and J segments and the repertoires for iNKT cells isolated from individual tissues (Bolotin et al., 2015; Bolotin et al., 2013). With this approach, we identified a total of approximately 80,000 (productive) TCR sequences (Figure 1—figure supplement 2A) obtained from four biological replicates per tissue. 

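Usage of TCR V segments was read from the expected counts of the annotated V genes, which count all fragments on a gene whether or not they reach a CDR3. Trav genes held between 381 (thymus replicate 2) and 2333 counts per sample, with a median of 1250. Trav11 (ENSMUSG00000096615, chromosome 14 of GRCm38 from 53519303 to 53519859) encodes the Vα14 segment. Its counts were summed with those of the near-identical gene Trav11d (ENSMUSG00000095088, chromosome 14 from 52824357 to 52824912), since how RSEM divides fragments between the 2 genes is uncertain. Together they made up 88.1% ± 1.96 (SD, n = 4) of the Trav counts in thymus, 86.9% ± 1.77 (SD, n = 4) in spleen, 82.5% ± 3.69 (SD, n = 4) in mLN and 85.7% ± 1.88 (SD, n = 3) in iLN. Single samples were between 78.0% (mLN replicate 1, 95% Wilson interval 76.2% to 79.8%) and 89.9% (thymus replicate 1, 88.6% to 91.0%). The 4 tissues differed by p = 0.0392 in a two-sided exact permutation test of the F statistic, and by p = 0.0702 in the exact test with the replicate number as a block. In LNs the share was −3.63 percentage points from that in spleen and thymus (two-sided exact permutation test, p = 0.0159, and p = 0.0293 with the replicate block). The difference between LNs and the other tissues was −2.64 points within batch 1 and −4.86 points within batch 2, where the exact tests of the 4 tissues gave p = 0.305 and p = 0.219. Counting Trav11 without Trav11d moved the difference most, to −1.03 points. Traj18 (ENSMUSG00000076911, chromosome 14 from 54200777 to 54200842) held between 0 and 2 counts per sample, so the joining of Trav11 to Traj18 was not detectable in counts per gene.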

As expected, the majority of TRAV sequences (>96%) identified in all of the tissues corresponded to the canonical TRAV11-TRAJ18 rearrangement (Vα14-Jα18) and showed highly conserved CDR3α sequences (Figure 1—figure supplement 2B). In agreement with our flow-cytometry data TRB29 (Vβ7) and TRB13 (Vβ8) segments represented the majority of TCRβ usage in all the tissues and the percentage of usage for each gene differed between tissues (Figure 1B–C, Figure 1—figure supplement 2B). 

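In the counts per gene, Trbv genes held between 39 (thymus replicate 2) and 525 counts per sample, with a median of 339, on 25 of the 35 annotated genes. Trbv13-1, Trbv13-2 and Trbv13-3 (Vβ8) with Trbv29 (Vβ7) made up 68.6% ± 6.79 (SD, n = 4) of the Trbv counts in thymus, 67.1% ± 8.36 (SD, n = 4) in spleen, 67.8% ± 3.05 (SD, n = 4) in mLN and 73.4% ± 8.67 (SD, n = 3) in iLN. Their sum was between 54.6% and 83.1% in single samples. All lie on chromosome 6 of GRCm38, with Trbv13-1 (ENSMUSG00000076467) from 41116007 to 41116468 and Trbv13-3 (ENSMUSG00000076470) from 41130147 to 41130585. Trbv13-1 made up 5.06% ± 3.72 (SD, n = 4) in thymus, 6.68% ± 3.03 (SD, n = 4) in spleen, 8.36% ± 3.50 (SD, n = 4) in mLN and 8.73% ± 4.19 (SD, n = 3) in iLN. It had 0 counts in thymus replicate 2, where the smallest share the depth can show (3 counts) is 7.69%, and 3.14% in mLN replicate 2, far below the other mLN samples. Trbv13-3 made up 5.38% ± 2.13 (SD, n = 4) in thymus, 3.85% ± 1.92 (SD, n = 4) in spleen, 7.78% ± 1.52 (SD, n = 4) in mLN and 4.69% ± 2.21 (SD, n = 3) in iLN. Over the 4 tissues, two-sided exact permutation tests of the F statistic gave p = 0.508 for Trbv13-1 and p = 0.0863 for Trbv13-3, which adjusted by Benjamini-Hochberg over 5 Trbv genes are 0.508 and 0.431. With the replicate number as a block, the exact p-values were 0.185 and 0.0496 (adjusted 0.308 and 0.248). Between LNs and the mean of spleen and thymus, Trbv13-1 differed by 2.64 points (exact permutation test, p = 0.152, and p = 0.0463 with the block, adjusted 0.379 and 0.232). Trbv13-3 was higher in every mLN sample than in every spleen sample (exact permutation test, p = 0.0286, the smallest that 4 samples against 4 allow, adjusted p = 0.143), and in all 4 replicate pairs, where the exact test with the block gave p = 0.125, the smallest that 4 pairs allow.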

Specifically, the percentage of the most abundant TRBV13-2 gene (Vβ8.2) was decreased in samples from LNs in comparison with spleen or thymus and we also detected significant differences between tissues in the frequency of TRBV29 (Vβ7) and TRBV1 (Vβ2; Figure 1B). Moreover, we detected a highly diverse TRBJ usage and TRBV-TRBJ pairing with notable differences for iNKT cells from individual tissues (Figure 1C), which could suggest the existence of preferred TRBV-TRBJ pairing and/or the expansion (or deletion) of certain iNKT cell clones.

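Trbv13-2 (ENSMUSG00000076469, chromosome 6 of GRCm38 from 41121396 to 41121832) made up 43.4% ± 3.11 (SD, n = 4) of the Trbv counts in thymus, 48.2% ± 5.93 (SD, n = 4) in spleen, 40.1% ± 6.30 (SD, n = 4) in mLN and 49.8% ± 12.0 (SD, n = 3) in iLN. The iLN samples were at 38.4% (95% Wilson interval 33.3% to 43.6%), 48.9% (42.8% to 54.9%) and 62.3% (58.1% to 66.3%), a spread larger than the counting error. The mean in LNs was −1.53 percentage points from the mean in spleen and thymus (two-sided exact permutation test, p = 0.704, adjusted p = 0.838 over 5 Trbv genes). With the replicate number as a block the exact p was 0.727, where samples with the same number deviated together with a mean r of 0.126, against 0.112 for other samples of their batch. Within batch 1 the difference was 1.08 points, in the other direction. In mLN the share was −8.14 points from that in spleen (exact permutation test, p = 0.171). It was −3.31 points from that in thymus (exact permutation test, p = 0.371, and p = 0.25 with the block). The share in mLN was below that in spleen in all 4 replicate pairs (exact test with the block, p = 0.125, the smallest that 4 pairs allow). In iLN it was 1.64 points above spleen and 6.47 points above thymus, and the exact permutation tests gave p = 0.857 and p = 0.400. The difference between iLN and spleen moved most without replicate 2, to 10.1 points, and changed direction without replicate 4, to −4.91 points, and without replicate 1, to −0.37 points.
Trbv29 (ENSMUSG00000076480, chromosome 6 from 41271394 to 41271881) made up 14.7% ± 5.98 (SD, n = 4) of the Trbv counts in thymus, 8.38% ± 2.66 (SD, n = 4) in spleen, 11.6% ± 2.29 (SD, n = 4) in mLN and 10.1% ± 7.93 (SD, n = 3) in iLN. The exact permutation test over the 4 tissues gave p = 0.369 (adjusted 0.461), and p = 0.421 with the replicate block. Trbv1 (ENSMUSG00000076461, chromosome 6 from 40891229 to 40891885) made up 13.1% ± 3.47 (SD, n = 4) in thymus, 11.0% ± 2.75 (SD, n = 4) in spleen, 14.2% ± 3.46 (SD, n = 4) in mLN and 10.5% ± 1.98 (SD, n = 3) in iLN. The exact permutation test over the 4 tissues gave p = 0.347 (adjusted 0.461), and p = 0.121 with the replicate block. Between LNs and the other tissues, Trbv29 differed by −0.56 points and Trbv1 by 0.52 points, and both differences changed direction within a batch. These differences between LNs and the other tissues were smaller than the SD of the samples within either group. Of the frequencies of CDR3 sequences in Figure 1B, the paper states that TRBV usage differs between the tissues.

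**Figure D1:**
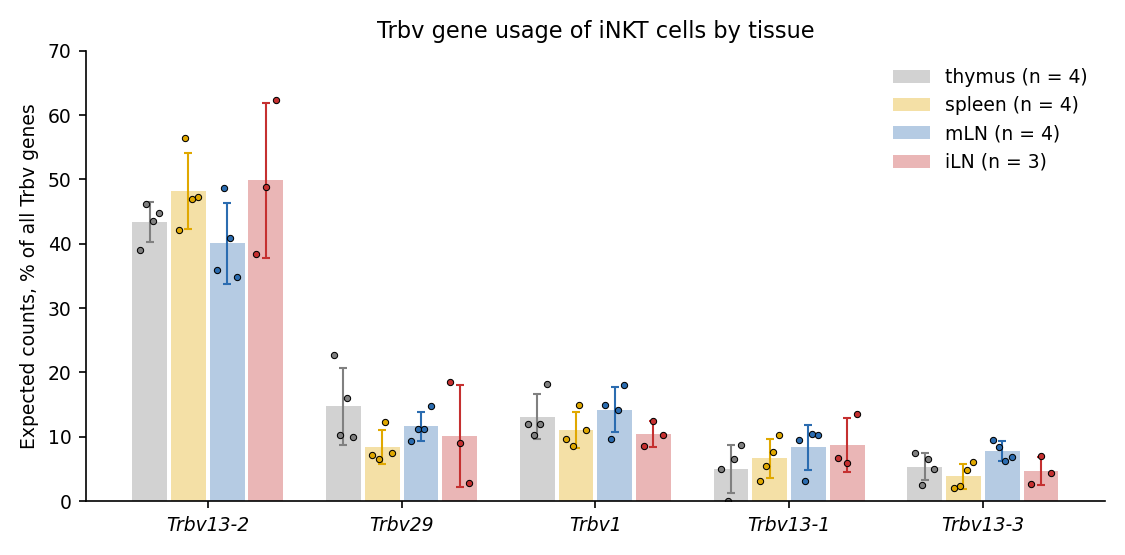
Share of each Trbv gene in the expected counts of all Trbv genes (y axis, percent) in iNKT cells from thymus, spleen, mLN and iLN. Bars are means, error bars are SD and points are samples, and the 3 iLN samples spread from 38.4% to 62.3% for Trbv13-2.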

We found the CDR3β sequences to be highly polyclonal without conserved motives or specific residues associated with individual tissues (Figure 1D, Figure 1—figure supplement 3). Comparative analyses of length and physicochemical properties for CDR3β amino acid (aa) sequences (including hydrophobicity (based on the Kyte–Doolittle scale [Kyte and Doolittle, 1982]), isoelectric point (pI, according to EMBOSS [Rice et al., 2000]), frequency of polar (D, E, H, K, N, Q, R, S, T), aliphatic (A, I, L, V) or aromatic (F, H, W, Y) residues) did not find significant differences in sequences from iNKT cells isolated from various tissues (Figure 1—figure supplement 3). However, when we assessed the distribution of the iNKT cell TCR clonotype size (the proportion of CDR3β sequences which occur once, twice, etc. in a specific tissue), we detected a higher clonal size for iNKT cells from iLN and mLN in comparison with splenic and thymic iNKT cells (Figure 1E–G). Accordingly, while in spleen and thymus CDR3β sequences appearing only once in our data-set represented around 65% of the total sequences, this percentage decreases to 50% in mLN and 40% in iLN (Figure 1E–F). We further assessed individual iNKT TCR repertoires for evidence of clonal expansion by using cumulative frequency curves to measure the 25 most prevalent clonotypes (Figure 1G). These analyses provided evidence for increase in clone sizes in iLN and mLN TCR repertoires in comparison with iNKT cells from spleen or thymus.

Thus, all together this data demonstrates that the TCRVβ repertoire and clonal expansion of iNKT cells varies according to their anatomical location.

### Peripheral shaping of the iNKT cell TCR repertoire

Once selected in the thymus, the TCR repertoire of conventional T cells is further shaped in peripheral lymphoid organs possibly through differential modulation of the expansion and survival of individual T cells (Correia-Neves et al., 2001; Houston and Fink, 2009). To analyse whether the TCR repertoire of iNKT cells is modulated after their arrival to peripheral organs, we compared the TCRVβ usage for iNKT cells just arriving to the tissues after thymic selection (iNKT RTE) with that of resident iNKT cells that have been in the tissues for several weeks (Figure 2, Figure 2—figure supplement 1). To identify iNKT RTE we took advantage of Rag2^GFP^ reporter mice (Boursalian et al., 2004). In these animals GFP identifies RTE in peripheral tissues and the label is brightest in the youngest RTEs and decays over time until it can no longer be detected on T cells that have been in the periphery for more than 3 weeks (Boursalian et al., 2004). We identified small populations of GFP^+^ iNKT RTE in all the analysed tissues of Rag2^GFP^ reporter mice (Figure 2A). In the thymus the majority of iNKT cells are mature tissue-resident cells (GFP^-^) but there is a population of GFP^+^ iNKT cells that also includes cells in early developmental stages (Wang and Hogquist, 2018). In agreement with this, GFP expression was higher in thymic iNKT RTE but comparable in RTE from spleen or LNs (Figure 2A). We found that the TCRVβ usage was different when we compared RTE and resident (GFP^-^) iNKT cells within the peripheral tissues of Rag2^GFP^ animals (Figure 2B) with a consistent increase in the percentage of TCRVβ7^+^ in the resident iNKT cell population compared to the recently arrived counterparts.

**Figure 2.**
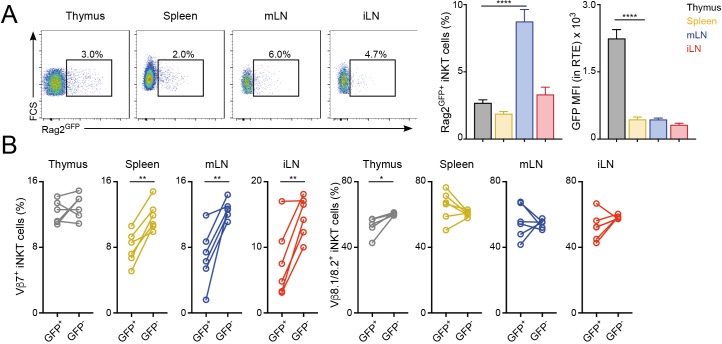
Distinct TCRVβ usage for iNKT RTE. (**A–B**) iNKT RTE were identified as GFP^+^ cells in the tissues of RAG2^GFP^ mice (6–9 weeks/old). (**A**) Flow-cytometry (left) and quantification (right) showing the percentage of RAG2^GFP+^ iNKT cells and the MFI for the GFP expression in RTE in the depicted tissues. (**B**) Frequency of Vβ7 or Vβ8.1/8.2-expressing GFP^+^ and GFP^-^ iNKT cells from the tissues of RAG2^GFP^ mice. Bars represent mean ± SEM. *p<0.05, **p<0.01, ****p<0.0001 two-tailed unpaired (**A**) or paired *t*-test (**B**). n = 6 mice from two independent experiments. Figure 2—source data 1.Distinct TCRVβ usage for iNKT RTE.

**Figure 2—figure supplement 1.**
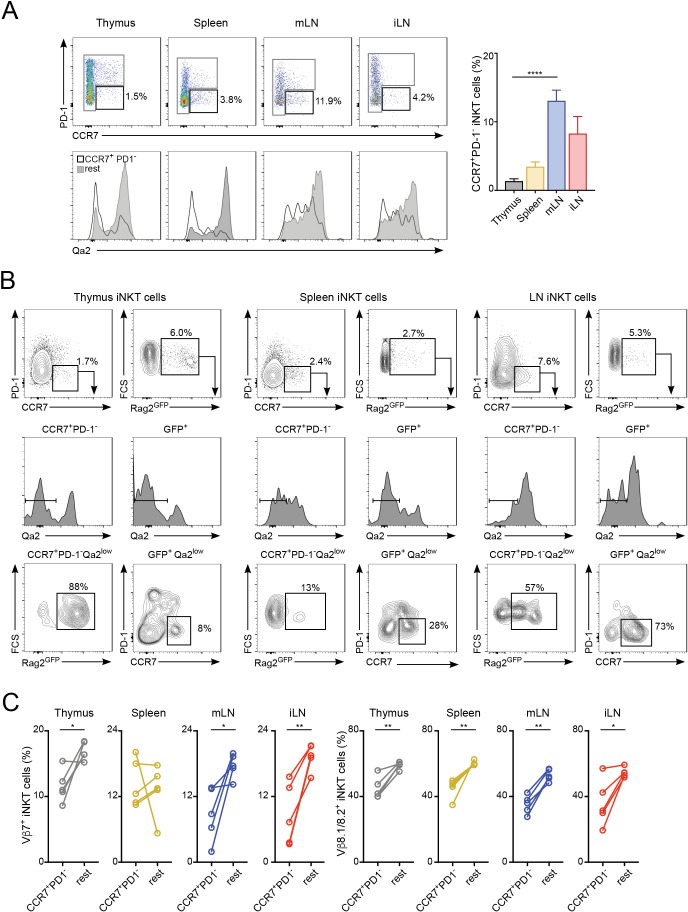
TCRVβ usage for iNKT cell precursors. (**A**) iNKT cell precursors were identified by flow-cytometry (left top) as CCR7^+^PD-1^-^ cells. Q2a expression in iNKT cell precursors (empty profile) and non-precursors (grey, rest) is shown (left bottom). Bar plot shows quantification of CCR7^+^PD-1^-^ iNKT cells in the depicted tissues (right). ****p<0.0001, two-tailed unpaired paired *t*-test. n = 5 mice from three independent experiments. (**B**) Flow-cytometry plots showing expression of CCR7, PD1, Qa2 and GFP in iNKT cells from Rag2-GFP mice. (**C**) Frequency of Vβ7 or Vβ8.1/8.2-expressing iNKT cell precursors (CCR7^+^PD-1^-^) and non-precursors (rest) from the tissues of WT mice. *p<0.05, **p<0.01, two-tailed paired *t*-test. n = 5 mice from three independent experiments. Figure 2—figure supplement 1—source data 1.TCRVβ usage for iNKT cell precursors.

To further explore the peripheral shaping of the iNKT cell repertoire, we took advantage of a recently described strategy to identify iNKT cell precursors (CCR7^+^PD-1^-^Qa2^low^ iNKT cells) which have been shown to emigrate from the thymus to the periphery where they terminally differentiate (Wang and Hogquist, 2018). Using this combination of markers, we detected populations of iNKT precursors in thymus and spleen (as previously described), but also in peripheral LNs (Figure 2—figure supplement 1A). Notably, CCR7^+^PD1^-^Qa2^low^ and Rag2GFP^+^ iNKT cell populations don’t fully overlap and while Rag2GFP^+^ NKT cells are enriched for CCR7^+^ cells, not all CCR7^+^ NKT cells are RTE (Figure 2—figure supplement 1B) (Wang and Hogquist, 2018). Nevertheless, when we compared the TCRVβ usage for CCR7^+^PD-1^-^ iNKT cell precursors and ‘mature’ iNKT cells (excluded from the CCR7^+^PD-1^-^ gate) we observed consistent changes in Vβ usage with an increase in the percentage of TCRVβ7^+^ cells in the mature iNKT cell population compared to the recently arrived counterparts (Figure 2—figure supplement 1C). Thus, these results suggest that after arrival to the tissues iNKT cells are exposed to local signals that shape the newly arrived iNKT cell population into a mature iNKT cell pool with a distinct TCR repertoire.

### LN iNKT cells show increased proliferation which is associated with a distinct TCRβ repertoire

To investigate the processes shaping the iNKT population in the different lymphoid tissues we studied the gene expression profile for iNKT cells isolated from thymus, spleen, mLN and iLN (Figure 3, Figure 3—figure supplement 1A,B). 

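Of the 13600 genes tested, 182 were differentially expressed between iNKT cells from thymus and spleen (108 higher in thymus, 74 lower), 89 between mLN and spleen (62 higher in mLN, 27 lower) and 211 between iLN and spleen (131 higher in iLN, 80 lower). Between mLN and thymus 217 genes differed (111 higher in mLN), between iLN and thymus 204 (119 higher in iLN), and between iLN and mLN 64 (43 higher in iLN). In mLN and iLN together, 46 genes differed from spleen in the same direction, and 19 of these also did so in thymus. The count for mLN and spleen rose most, to 273 genes, when no filter on low counts was used, and by ratio it moved most without replicate 3, where it fell to 2 genes. DESeq2 gave 266 genes for mLN and spleen, 407 for thymus and spleen and 594 for iLN and spleen. With the replicate number as a block in place of batch, the counts were 174, 66 and 175 genes for thymus, mLN and iLN against spleen. In that check of the pairing, same-numbered samples deviated together with a mean r of 0.126, against 0.112 for other samples of their batch.
Among genes with a mean of at least 5 normalized CPM and the same direction in every replicate, the largest log2 fold changes against spleen in thymus were those of Cdh1 (8.43), Ccr8 (8.29) and Tjp1 (7.89) upward and of Gm4956 (−7.89), Atp6v0d2 (−5.94) and Ttn (−5.91) downward. In mLN they were those of Ccr8 (6.17), Map2 (4.20) and St8sia1 (3.60) upward and of Hbb-bs (−10.87), Gm38118 (−2.46) and Klrc1 (−2.21) downward. In iLN they were those of Ccr8 (8.27), Zfp462 (6.86) and Ccr6 (6.82) upward and of Hbb-bs (−8.01), Tmem273 (−5.54) and Gas7 (−5.40) downward. Several of these rest on a tissue with almost no counts. Cdh1 and Tjp1 had means of 0.211 and 0.101 CPM in spleen, with 6 and 2 counts over all 4 samples. Gm4956 had a mean of 0.123 CPM in thymus, with all 4 counts in replicate 1, and Ccr6 a mean of 0.838 CPM in spleen and all 3 of its thymus counts in replicate 1. The β-globin gene Hbb-bs, which is expressed in red cells, had 0 CPM in every mLN sample.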

Transcriptome analyses showed around 200–400 genes that were differentially expressed amongst iNKT cells from various tissues (e.g. mLN and splenic iNKT cells differed by ~200 genes; adjusted *p* value < 0.01, fold change >1.5) (Figure 3A). 

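Against spleen, 1 of the 15 genes that the text names for these data was past the thresholds in thymus, 6 were in mLN and 8 in iLN. Egr1 (ENSMUSG00000038418, chromosome 18 of GRCm38 from 34859823 to 34864984) was at 43.2 ± 6.00 CPM in spleen (SD, n = 4), 82.9 ± 5.59 in thymus, 98.2 ± 28.3 in mLN and 101 ± 25.7 in iLN (n = 3). Its log2 fold change was 1.17 in mLN (SE 0.21, edgeR adjusted p = 0.00538), 1.16 in iLN (SE 0.22, edgeR adjusted p = 0.00484) and 0.96 in thymus (SE 0.21, edgeR adjusted p = 0.0129). The lowest mLN sample, replicate 2, was at 56.3 CPM, far from the other mLN samples. Egr3 (ENSMUSG00000033730, chromosome 14 from 70077203 to 70082614) changed by 2.34 in thymus (SE 0.56, edgeR adjusted p = 0.0270), 2.29 in mLN (SE 0.55, edgeR adjusted p = 0.0433) and 0.48 in iLN (SE 0.59, edgeR adjusted p = 0.765), and was past the thresholds in none of them. Tcf7 (ENSMUSG00000000782, chromosome 11 from 52252371 to 52283014) rose from 132 ± 26.5 CPM in spleen (SD, n = 4) to 361 ± 73.0 in mLN and 424 ± 121 in iLN, log2 fold changes of 1.47 (SE 0.18, edgeR adjusted p = 1.81e-04) and 1.62 (SE 0.19, edgeR adjusted p = 3.68e-05). In thymus it changed by 0.05 (edgeR adjusted p = 0.972), a direction that 3 of the other settings reversed.
Il12rb2 (ENSMUSG00000018341, chromosome 6 from 67291318 to 67376188) was at 130 ± 10.6 CPM in spleen (SD, n = 4), 216 ± 24.7 in thymus, 65.1 ± 26.7 in mLN and 69.4 ± 13.3 in iLN. Its log2 fold change was −1.03 in mLN (SE 0.19, edgeR adjusted p = 0.00796), −0.86 in iLN (SE 0.21, edgeR adjusted p = 0.0244) and 0.72 in thymus (SE 0.19, edgeR adjusted p = 0.0529). Gzma (ENSMUSG00000023132, chromosome 13 from 113093825 to 113100981) was at 10.7 ± 1.57 CPM in spleen (SD, n = 4), 58.8 ± 9.96 in thymus, 1.10 ± 1.33 in mLN and 0.269 ± 0.268 in iLN. Its log2 fold change was −5.23 in iLN (SE 0.92, edgeR adjusted p = 0.00234), −3.35 in mLN (SE 0.67, edgeR adjusted p = 0.0116) and 2.45 in thymus (SE 0.58, edgeR adjusted p = 0.0248). With the replicate block, the adjusted p of Gzma in mLN was 0.00898 (edgeR) and its log2 fold change −3.59. Klrg1 (ENSMUSG00000030114, chromosome 6 from 122270596 to 122282882) was at 7.40 ± 1.98 CPM in spleen (SD, n = 4), 0.623 ± 0.670 in thymus, 2.18 ± 1.204 in mLN and 0.759 ± 0.659 in iLN. Its log2 fold changes of −3.30, −1.82 and −3.44 in thymus, mLN and iLN had edgeR adjusted p-values of 0.0817, 0.409 and 0.0950. Tcf7 and Ccr4 were past the thresholds in mLN and iLN, Ccr8 in thymus, mLN and iLN, Fos in iLN, and Fosb and Nr4a1 in none of the 3 comparisons with spleen. In DESeq2, each of Fosb, Nr4a1, Egr3 and Klrg1 was past the thresholds in at least 1 of the 3.

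**Figure D2:**
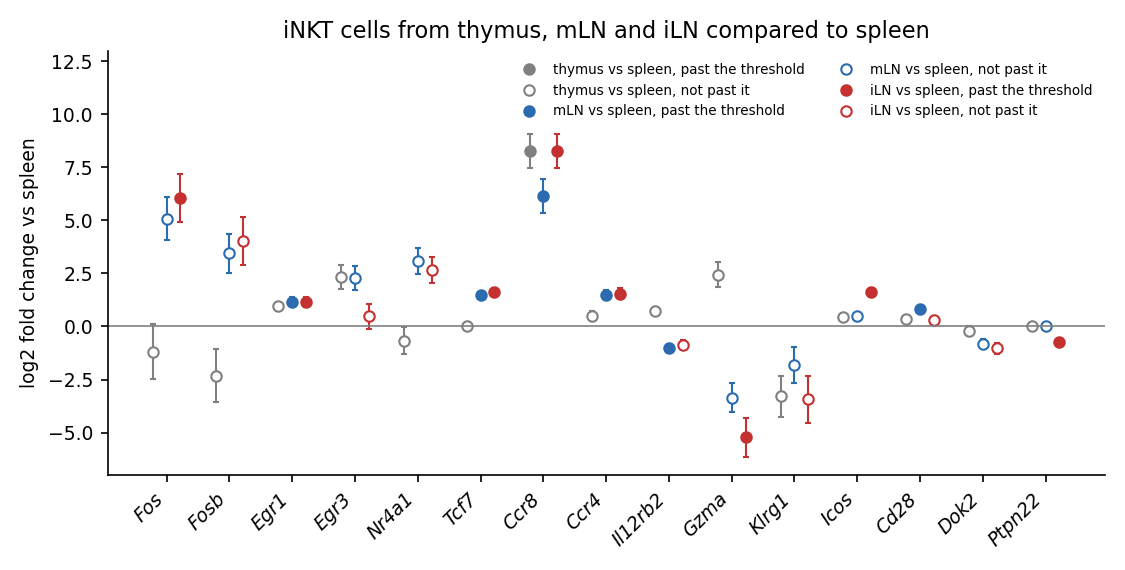
Log2 fold change against spleen (y axis) of the 15 genes in iNKT cells from thymus, mLN and iLN. Points are estimates from edgeR's model, error bars are SE and filled points are past the thresholds of 0.01 and 1.5, as for Ccr8 in all 3 tissues.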

Compared to spleen iNKT cells, cells from thymus, iLN and mLN showed differential expression of transcripts encoding transcriptional regulators (e.g. *Fos, Fosb, Egr1, Egr3*), nuclear factors (e.g. *Na4r1, Tcf7*), cytokine/chemokine receptors (e.g. *Ccr8, Ccr4, Il12r2b*) and molecules related to cytotoxicity (e.g. *Gzma, Klrg1*). 

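For the 7 genes Nr4a1, Icos, Cd28, Fos, Fosb, Ccr4 and Ccr8, the log2 fold change against spleen was above 0 in mLN and in iLN. Icos (ENSMUSG00000026009, chromosome 1 of GRCm38 from 60977927 to 61000320) was at 293 ± 64.2 CPM in spleen (SD, n = 4), 406 ± 81.1 in thymus, 405 ± 77.2 in mLN and 862 ± 128 in iLN (n = 3). It rose by 1.64 on the log2 scale in iLN (SE 0.17, edgeR adjusted p = 1.66e-05), by 0.48 in mLN (SE 0.16, edgeR adjusted p = 0.177) and by 0.47 in thymus (SE 0.16, edgeR adjusted p = 0.184), and iLN differed from mLN by 1.15 (SE 0.17, edgeR adjusted p = 0.00101). Cd28 (ENSMUSG00000026012, chromosome 1 from 60716800 to 60773359) was at 402 ± 103 CPM in spleen (SD, n = 4) and 716 ± 175 in mLN, a log2 fold change of 0.83 (SE 0.14, edgeR adjusted p = 0.00464). Its log2 fold changes of 0.32 in iLN and 0.33 in thymus had edgeR adjusted p-values of 0.301 and 0.366. Fos (ENSMUSG00000021250, chromosome 12 from 85473890 to 85477273) was at 0.222 CPM in spleen, where replicate 1 held all 9 counts, at 0.0616 in thymus, 9.01 ± 5.56 in mLN (SD, n = 4) and 11.5 ± 10.2 in iLN (SD, n = 3). It changed by 5.07 in mLN (SE 1.02, edgeR adjusted p = 0.0123), 6.05 in iLN (SE 1.13, edgeR adjusted p = 0.00392) and −1.19 in thymus (SE 1.30, edgeR adjusted p = 0.871). With the replicate block the change of Fos in mLN was 5.88 and its edgeR adjusted p 0.00955. Fosb (ENSMUSG00000003545, chromosome 7 from 19302696 to 19310051) was at 1.35 ± 2.02 CPM in spleen (SD, n = 4), 0.194 ± 0.167 in thymus, 14.6 ± 8.01 in mLN and 16.6 ± 15.1 in iLN. Its log2 fold changes of 3.44 in mLN, 4.03 in iLN and −2.31 in thymus had edgeR adjusted p-values of 0.0807, 0.0512 and 0.560.
Nr4a1 (ENSMUSG00000023034, chromosome 15 from 101254269 to 101274795) changed against spleen by 3.08 in mLN (SE 0.61, edgeR adjusted p = 0.0113), by 2.67 in iLN (SE 0.63, edgeR adjusted p = 0.0191) and by −0.67 in thymus (SE 0.65, edgeR adjusted p = 0.847). Ccr4 (ENSMUSG00000047898, chromosome 9 from 114490316 to 114504916) was at 56.0 ± 16.7 CPM in spleen (SD, n = 4), 81.3 ± 28.6 in thymus, 158 ± 38.1 in mLN and 157 ± 2.72 in iLN. It rose by 1.47 in mLN (SE 0.24, edgeR adjusted p = 0.00331), by 1.54 in iLN (SE 0.25, edgeR adjusted p = 0.00129) and by 0.51 in thymus (SE 0.24, edgeR adjusted p = 0.442). Ccr8 (ENSMUSG00000042262, chromosome 9 from 120092114 to 120094906) was at 0.126 ± 0.192 CPM in spleen (SD, n = 4), 44.4 ± 14.6 in thymus, 10.0 ± 4.99 in mLN and 43.8 ± 29.1 in iLN. Its log2 fold change against spleen was past the thresholds in thymus (SE 0.80, edgeR adjusted p = 2.49e-06), mLN (SE 0.80, edgeR adjusted p = 4.55e-04) and iLN (SE 0.81, edgeR adjusted p = 9.29e-06), and between iLN and thymus it was −0.02 (edgeR adjusted p = 0.990). In the fits that each left out one replicate, the change of Ccr8 in thymus stayed between 7.97 and 9.17, and it was 6.35 after thinning to the smallest library.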

Interestingly, iNKT cells from iLN and mLN (but not from thymus) showed upregulation of genes related to T cell activation/TCR signalling including *Na4r1* (Nur77)*, Icos, Cd28*, *Fos, Fosb* as well as the chemokine receptors *Ccr4* and *Ccr8* which are upregulated after TCR-mediated activation (D'Ambrosio et al., 1998; Sallusto et al., 1999) (Figure 3B). Conversely, negative regulators of TCR signalling such as *Dok2* or *Ptpn22* were downregulated in LN cells vs iNKT cells from spleen or thymus (Figure 3B). Indeed, gene ontology enrichment analysis comparing the transcriptome of LN iNKT cells with cells from spleen and thymus, demonstrated significant enrichment in LN iNKT cells for genes encoding molecules related to positive regulation of T cell activation and positive regulation of cellular proliferation (Figure 3—figure supplement 1A,B). Hence, these results suggest that the basal activation of iNKT cells is distinct for cells found in various lymphoid tissues.

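Dok2 (ENSMUSG00000022102, chromosome 14 of GRCm38 from 70766036 to 70778495) was at 37.6 ± 16.1 CPM in mLN (SD, n = 4) and 33.1 ± 9.77 in iLN (SD, n = 3), against 62.6 ± 8.12 in spleen and 55.6 ± 13.3 in thymus (SD, n = 4 each). In the contrast of the mean of mLN and iLN with the mean of spleen and thymus, its log2 fold change was −0.81 (SE 0.17, edgeR adjusted p = 0.00827). With the replicate block it was −0.84 and the edgeR adjusted p 0.0127, above the threshold of 0.01. In single pairs of tissues, Dok2 changed by −0.80 in mLN (edgeR adjusted p = 0.0959) and by −1.03 in iLN (edgeR adjusted p = 0.0241) against spleen, and by −0.59 in mLN (edgeR adjusted p = 0.227) and by −0.82 in iLN (edgeR adjusted p = 0.0858) against thymus. Ptpn22 (ENSMUSG00000027843, chromosome 3 from 103859795 to 103912247) was at 181 ± 11.8 CPM in iLN (SD, n = 3), below 322 ± 67.7 in spleen and 329 ± 59.7 in thymus (SD, n = 4 each). Its log2 fold change in iLN was −0.74 against spleen (SE 0.15, edgeR adjusted p = 0.00946, and 0.0169 with the replicate block) and −0.77 against thymus (SE 0.15, edgeR adjusted p = 0.00692). In mLN, at 328 ± 66.6 CPM (SD, n = 4), Ptpn22 changed by 0.03 against spleen and by −0.01 against thymus, with edgeR adjusted p-values of 0.964 and 0.993, so no difference was detectable there. Over both LNs against spleen and thymus it changed by −0.37 (SE 0.10, edgeR adjusted p = 0.0473). In each fit that left out one replicate, neither Dok2 in this contrast (−0.90 to −0.78) nor Ptpn22 in iLN against spleen (−0.87 to −0.59) was past the thresholds.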

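Between LNs (mean of mLN and iLN) and the mean of spleen and thymus, 234 of the tested genes were differentially expressed, 127 higher and 107 lower in LN iNKT cells. With the replicate number as a block 197 genes were. The count rose most, to 532, when no filter on low counts was used, and by ratio it moved most without replicate 3, where it fell to 54. Of the genes that the paper lists as differentially expressed in this comparison (Figure 3—figure supplement 1A), 419 were matched by name to 1 gene each, of which 417 were among the tested genes. For 416 of the 417 genes the log2 fold change here had the sign of the published one (99.8%, 95% Wilson interval 98.7% to 100.0%), and 198 (47.5%) were past the thresholds. Under DESeq2 308 of the 419 matched genes (73.5%) were past them. The published list holds log2 fold changes as small as 0.274 in size, below a fold change of 1.5. Not every listed gene thus met that threshold in the paper's own values, and these shares are not rates of replication. The agreement in sign was likely beforehand, since the paper had called these genes in the same comparison of the same experiment. The interval treats genes as independent, which genes measured in the same samples are not. The largest changes in genes with a mean of at least 5 CPM and one direction in every replicate were those of Kcnc1 (5.14), Gucy1a1 (5.13) and Fosb (4.89) upward and of Hbb-bs (−8.01), Styk1 (−5.83) and Gas7 (−5.76) downward on the log2 scale. Each of 3 of these genes had a low sample group with a sample far from the others, at 13 counts for Kcnc1 in spleen, 5 for Gucy1a1 in thymus and 11 for Styk1 in spleen. Of the 15 genes named in the text, 7 were past the thresholds upward in LNs and 3 downward. The upward genes include Fos (6.15, SE 0.82, edgeR adjusted p = 1.49e-04), Icos (0.82, SE 0.12, edgeR adjusted p = 2.90e-04) and Tcf7 (1.52, SE 0.13, edgeR adjusted p = 1.60e-06), and the downward genes include Gzma (−5.51, SE 0.58, edgeR adjusted p = 1.23e-05) and Il12rb2 (−1.31, SE 0.15, edgeR adjusted p = 2.73e-05). Egr1 (0.69), Cd28 (0.41) and Ptpn22 were not past the thresholds in this comparison, nor were Egr3 (0.22) and Klrg1 (−0.98). The enrichment of gene ontology terms was not recomputed here. From the genes raised in LN iNKT cells and their enrichment for positive regulation of T cell activation and proliferation, the paper proposes that basal activation of iNKT cells differs between lymphoid tissues.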

**Figure 3.**
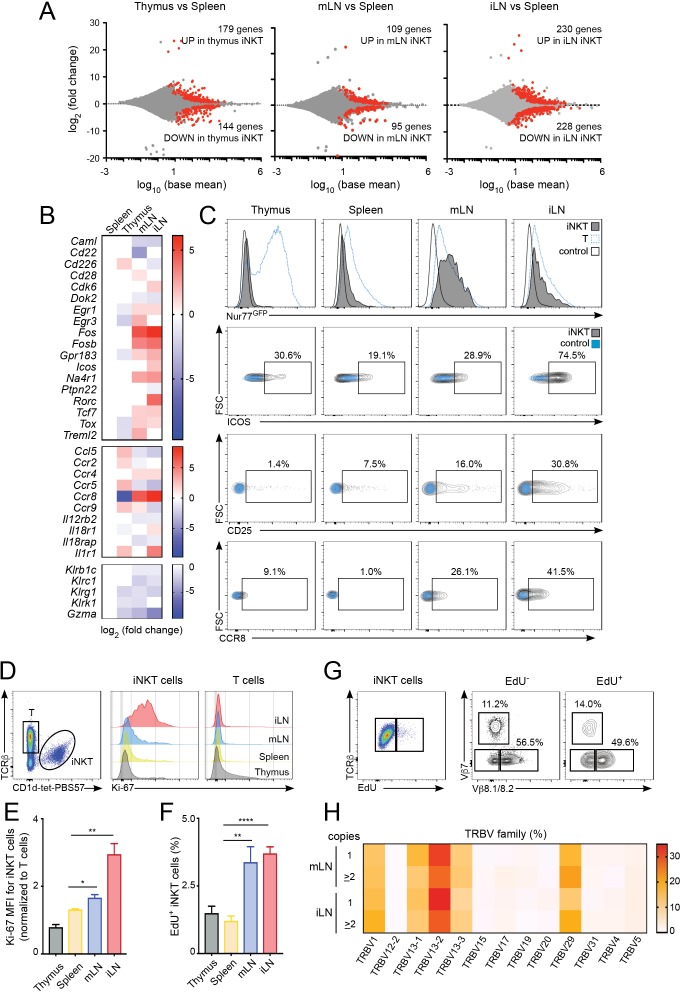
Increased activation and proliferation of LN iNKT cells. (**A**) Plots show differentially expressed genes for pairwise comparisons from iNKT cells from the depicted tissues. A fold change cut-off of 1.5 and adjusted *p*-value cut off of 0.01 were applied to colour code differentially expressed genes on the plot (red). The numbers of differentially expressed genes are indicated in the graphs. (**B**) Heat map showing RNAseq analyses of selected transcripts significantly changed in iNKT cells from thymus, mLN or iLN versus spleen. n = 4 samples. (**C**) Top, Representative flow-cytometry histograms showing GFP expression in iNKT cells (grey) and T cells (blue) from the depicted tissues of Nur77^GFP^ mice. iNKT cells from the tissues of Nur77^GFP-^ mice are shown as control (empty profile). Bottom, representative flow-cytometry plots showing CD25, ICOS and CCR8 expression in iNKT cells from the tissues of WT mice (grey) and control (blue). (**D–E**) Ki-67 expression in iNKT cells and T cells from the depicted tissues of WT mice. Ki-67 MFI for iNKT cells (**E**) is related to T cells from each tissue. Bars represent mean ± SEM. *p<0.05, **p<0.01, two-tailed unpaired *t*-test. n = 5 mice from two independent experiments. (**F**) Quantification of EdU incorporation for iNKT cells from the depicted tissues after 48 hr of EdU administration in vivo. Bars represent mean ± SEM. **p<0.01, ****p<0.0001 two-tailed unpaired *t*-test. n = 6 mice from three independent experiments. (**G**) Representative flow-cytometry plot showing EdU incorporation in iNKT cells (left) and frequency of Vβ7 or Vβ8.1/8.2-expressing EdU^+^ and EdU^-^ iNKT cells (right). n = 4 mice. (**H**) Heat map representation of the frequency of TRBV amongst low-abundance (one copy) or more abundant (>2 copies) CDR3β sequences obtained from iLN and mLN as indicated. Data obtained from RNAseq and pooled from four samples per tissue. Figure 3—source data 1.Increased activation and proliferation of LN iNKT cells.

**Figure 3—figure supplement 1.**
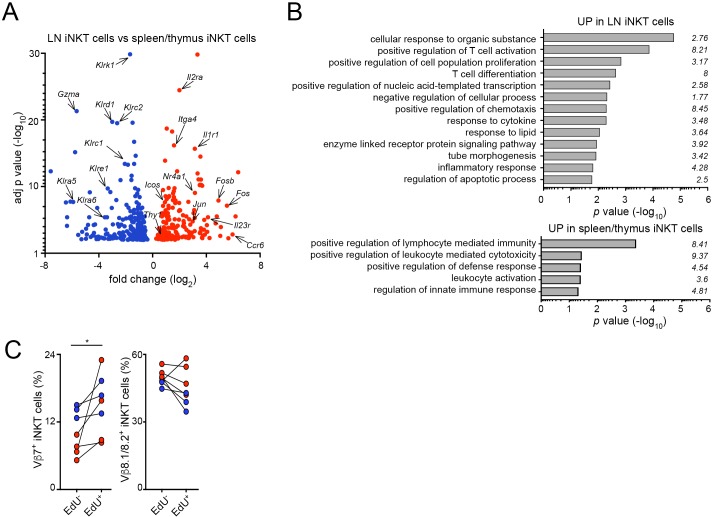
Gene expression analyses for iNKT cells from various tissues. (**A**) Differentially expressed genes upregulated (red) or downregulated (blue) in iNKT cells from LNs vs. iNKT cells from spleen/thymus. A fold change cut-off of 1.5 and adjusted *p*-value cut off of 0.01 were applied to colour code differentially expressed genes on the plot. (**B**) Functional enrichment analysis of genes upregulated in LN iNKT cells (vs spleen/thymus iNKT; top) or in spleen/thymus iNKT cells (vs LN iNKT; bottom). The GO terms are shown for both sets of genes ranked by *p* values and fold-enrichments are depicted on the graph. Enrichment and *p* values (from a Fisher’s exact test with Bonferroni correction) were calculated with PANTHER tools. (**C**) Frequency of Vβ7 or Vβ8.1/8.2-expressing EdU^+^ or EdU^-^ iNKT cells from mLN (blue) or iLN (red). n = 4 mice from two experiments. *p<0.05, two-tailed paired *t*-test. Figure 3—figure supplement 1—source data 1.Gene expression analyses for iNKT cells from various tissues.

Amongst the significantly changed genes liked to T cell activation, the nuclear receptor transcription factor Nur77 (*Nr4a1*) is induced rapidly upon TCR stimulation and in a manner proportional to TCR signalling intensity (Moran et al., 2011) and was found to be upregulated in LN iNKT cells in comparison with thymic and splenic iNKT cells. 

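Nr4a1 was at 28.8 ± 12.3 CPM in mLN (SD, n = 4) and 21.96 ± 8.08 CPM in iLN (SD, n = 3), against 2.05 ± 0.60 CPM in thymus and 3.69 ± 3.21 CPM in spleen (SD, n = 4 each). Its lowest LN sample was at 11.3 CPM and its highest sample of the other tissues at 7.91 CPM. The log2 fold change against thymus was 3.75 in mLN (SE 0.65, edgeR adjusted p = 0.00202) and 3.34 in iLN (SE 0.67, edgeR adjusted p = 0.00692), both past the thresholds. Between LNs and the mean of spleen and thymus it was 3.21 (SE 0.45, edgeR adjusted p = 2.29e-04). With the replicate number as a block, this contrast was 3.37 and its edgeR adjusted p 4.37e-04. Leaving out each replicate in turn gave values from 3.05 to 3.58, and without replicate 3 the contrast was no longer past the thresholds. The change in iLN against thymus was not past them in any of the fits that left out a replicate (3.12 to 3.89). The plot of CPM by tissue shows Nr4a1 beside Fos and Fosb.

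**Figure D3:**
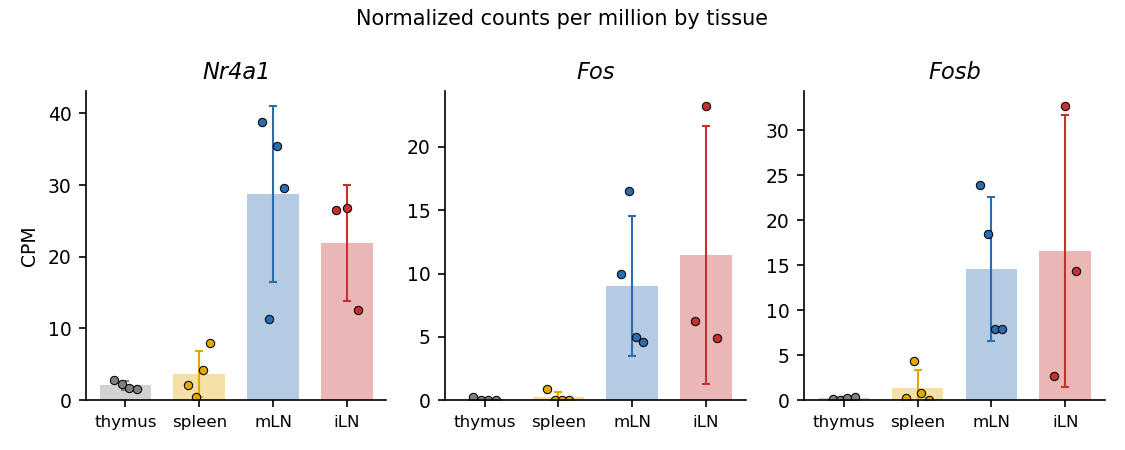
Normalized CPM (y axis) of Nr4a1, Fos and Fosb in iNKT cells from each tissue (x axis). Bars are means, error bars are SD and points are samples, and every LN sample of Nr4a1 lies above every spleen and thymus sample.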

We confirmed this result by taking advantage of Nur77^GFP^ reporter mice in which we observed that iNKT cells from mLN and iLN express high levels of GFP while cells from spleen and thymus are predominantly GFP^-^ (Figure 3C). Furthermore, the activation markers ICOS and CD25 and the chemokine receptor CCR8 were also found to be expressed at higher levels in LN iNKT cells in comparison with cells from spleen (Figure 3C). As LN iNKT cells showed an enrichment of genes involved in positive regulation of cellular proliferation we analysed iNKT cell proliferation by measuring the expression of the proliferation marker Ki-67 and the incorporation of EdU in vivo (Figure 3D–F). We detected a consistently higher expression of Ki-67 (Figure 3D–E) and higher EdU incorporation (48 hr after EdU injection; Figure 3F) in LN iNKT cells vs. splenic or thymic cells, confirming a higher degree of local proliferation for iNKT cells in LNs. Thus, in homeostatic conditions LN iNKT cells show increased TCR signalling, activation and proliferation in comparison to splenic or thymic cells.

To investigate whether the increased proliferation of LN iNKT cells is related to their increased clonal expansion and contributes to their distinct TCRβ repertoire we analysed the TCRVβ usage of proliferating (EdU^+^) vs non-proliferating (EdU^-^) iNKT cells after EdU administration in vivo (Figure 3G, Figure 3—figure supplement 1C). These experiments showed a bias in the TCRVβ repertoire, with an enrichment on Vβ7 and a decrease in Vβ8.1/8.2 usage in proliferating vs non-proliferating cells. In agreement with this data, when we compared the TRBV repertoire of sequences present only once in our RNAseq-derived dataset vs more abundant sequences (two copies or more), we detected increased frequency of TRBV29 (Vβ7) and decreased TRBV13-2 gene usage (Vβ8.2) in abundant vs low-copy sequences (Figure 3H). Thus, this data suggests that LN iNKT cells have increased basal activation and proliferation that contribute to shape the local iNKT cell TCR repertoire.

### The anatomical location governs the basal activation and TCRVβ usage of all iNKT cell subsets

iNKT cells are a heterogeneous population that can be classified into several subsets based on the expression of signature transcription factors: NKT1 (T-bet^+^); NKT2 (PLZF^hi^); NKT17 (RORγt^+^) (Engel et al., 2016; Lee et al., 2013). Because iNKT cell subpopulations are present at different proportions in the various lymphoid organs we evaluated whether the changes in proliferation, basal activation and TCR repertoire could be due to different iNKT subsets present in those tissues. As previously reported, in C57BL/6 mice we found that NKT1 cells represent the majority of iNKT cells in thymus, spleen, mLN and iLN, but we also detected significant proportions of NKT2s and NKT17s in LNs (Figure 4A). Importantly, we found that the increased expression of activation and proliferation markers in LN iNKT cells was evident for all iNKT cell subpopulations (Figure 4B). As such, the expression of Ki-67, Nur77, ICOS and CD25 was higher in NKT1, NKT2 and NKT17 cells from LNs vs their splenic counterparts, indicating that the tissue environment controls the basal activation and proliferation of iNKT cells regardless of the subset to which they belong. In the same line, we found that the anatomical location led to variation in TCRVβ usage within individual iNKT cell subsets (Figure 4C). For instance, within the NKT1 population we detected a lower frequency of Vβ8.1/8.2 in cells from the LNs vs spleen or thymus. Likewise, Vβ7 usage was significantly different in all subsets when comparing cells from different tissues. In line with these results, we also detected significant differences in TCRVβ usage associated with the tissue of residency when iNKT cells were subdivided on the basis of their expression of CD4 and/or NK1.1 (Figure 4—figure supplement 1). Thus, all together this data indicates that the anatomical location shapes the basal activation, proliferation and TCR repertoire of all iNKT cell subsets.

**Figure 4.**
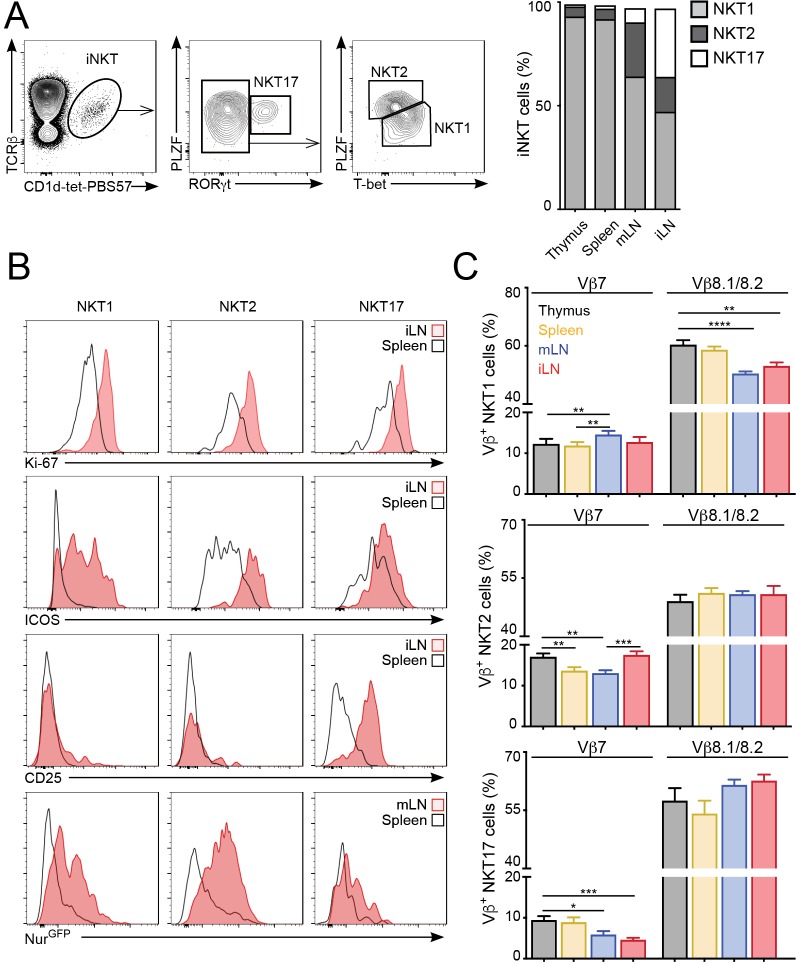
The tissue of origin dictates the basal activation and TCRβ repertoire of all iNKT subsets. (**A**) Analysis of iNKT cell populations in the tissues of WT C57BL/6 mice, showing flow-cytometry plots (A, left) and frequency (A, right) of NKT1 (RORγt^-^PLZF^lo^T-bet^+^), NKT2 (RORγt^-^PLZF^hi^T-bet^-^) and NKT17 (PLZF^int^RORγt^+^) cells. n = 10 mice from four independent experiments. (**B**) Top, Representative flow-cytometry plots showing Ki-67, CD25 and ICOS expression in NKT1, NKT2 and NKT17 cells from the depicted tissues. Subpopulations were identified as in (**A**). Bottom, GFP expression in iNKT cell subsets from the depicted tissues from Nur77^GFP^ mice. iNKT cell subsets were identified as described (Engel et al., 2016): NKT1 (CD27^+^NK1.1^+^), NKT2 (CD27^+^, NK1.1^-^, CD1d-Tet^hi^, CD4^+^), NKT17 (CD27^-^, CD4^-^, CCR6^+^). (**C**) Frequency of Vβ7- or Vβ8.1/8.2-expressing iNKT cells within the NKT1 (top), NKT2 (middle) or NKT17 (bottom) populations in the depicted tissues of WT mice. n = 10 mice from four independent experiments. Bars represent mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 paired *t*-test. Figure 4—source data 1.The tissue of origin dictates the basal activation and TCRβ repertoire of all iNKT subsets.

**Figure 4—figure supplement 1.**
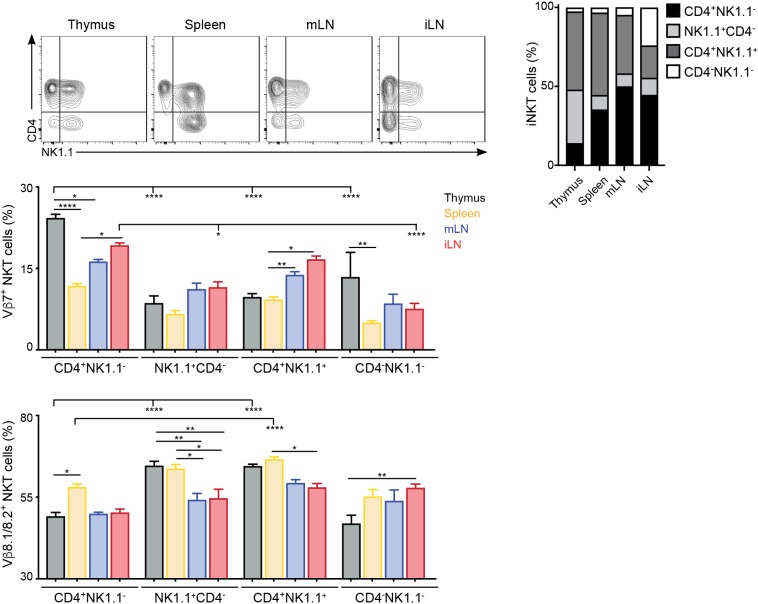
TCRVβ usage for iNKT cell subpopulations. (Top) Analysis of iNKT cell populations in the tissues of WT C57BL/6 mice, showing flow-cytometry plots (left) and frequency (right) of CD4^+^NK1.1^-^, NK1.1^+^CD4^-^, CD4^+^NK1.1^+^ or CD4^-^NK1.1^-^ iNKT cells. (Bottom) Frequency of Vβ7- or Vβ8.1/8.2-expressing iNKT cells within the CD4^+^NK1.1^-^, NK1.1^+^CD4^-^, CD4^+^NK1.1^+^ or CD4^-^NK1.1^-^ populations in the depicted tissues of WT mice. n = 5 mice from two independent experiments. Bars represent mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, ANOVA with Tukey’s multiple comparisons test. Figure 4—figure supplement 1—source data 1.TCRVβ usage for iNKT cell subpopulations.

### Differential lipid antigen recognition for iNKT cells in peripheral tissues

Next, we investigated the functional relevance of the distinct TCRβ repertoire for iNKT cells found in different anatomical locations. Since the TCRβ usage in iNKT cells modulates lipid antigen recognition (Cameron et al., 2015; Florence et al., 2009) we investigated the antigen binding capacity for iNKT cells in individual tissues. To do this, we costained iNKT cells from various tissues (thymus, spleen, mLN, iLN, SI-LP, liver, lung) with CD1d-tet-PBS57 and CD1d-tetramers loaded with different glycolipid antigens including the αGalCer analogue OCH, αGlucosylCeramide (C26; αGlcCer), ßGlucosylCeramide (C24; βGlcCer) and ßGalactosylCeramide (C12; βGalCer). Within the CD1d-tet-PBS57^+^ iNKT cell population we identified distinct populations of iNKT cells binding OCH and αGlcCer in all analysed tissues (Figure 5A–B, Figure 5—figure supplement 1), but not βGlcCer or βGalCer (data not shown). Interestingly, the percentages of cells binding to the various lipid antigens was different amongst tissues (Figure 5A–B, Figure 5—figure supplement 1). For instance, while most iNKT cells bind αGlcCer and OCH in thymus, spleen, liver and lung, in iLN, mLN and SI-LP we identified clear populations of αGlcCer^-^ and OCH^-^ iNKT cells (Figure 5A–B, Figure 5—figure supplement 1A–B). Also, the TCRVβ usage shapes antigen binding as the proportion of Vβ7^+^ and Vβ8.1/8.2^+^ iNKT cells were skewed when comparing OCH^+^ vs OCH^-^ iNKT cells or αGlcCer^+^ vs αGlcCer^-^ iNKT cells (Figure 5C, Figure 5—figure supplement 1C). Consequently, we detected a strong correlation between the percentage of Vβ8^+^ iNKT cells and the binding to OCH or αGlcCer (Figure 5D, Figure 5—figure supplement 1D). Thus, this data indicates that the distinct TCRβ repertoire found in iNKT cells from various anatomical locations relates to their differential capacity for lipid antigen recognition.

**Figure 5.**
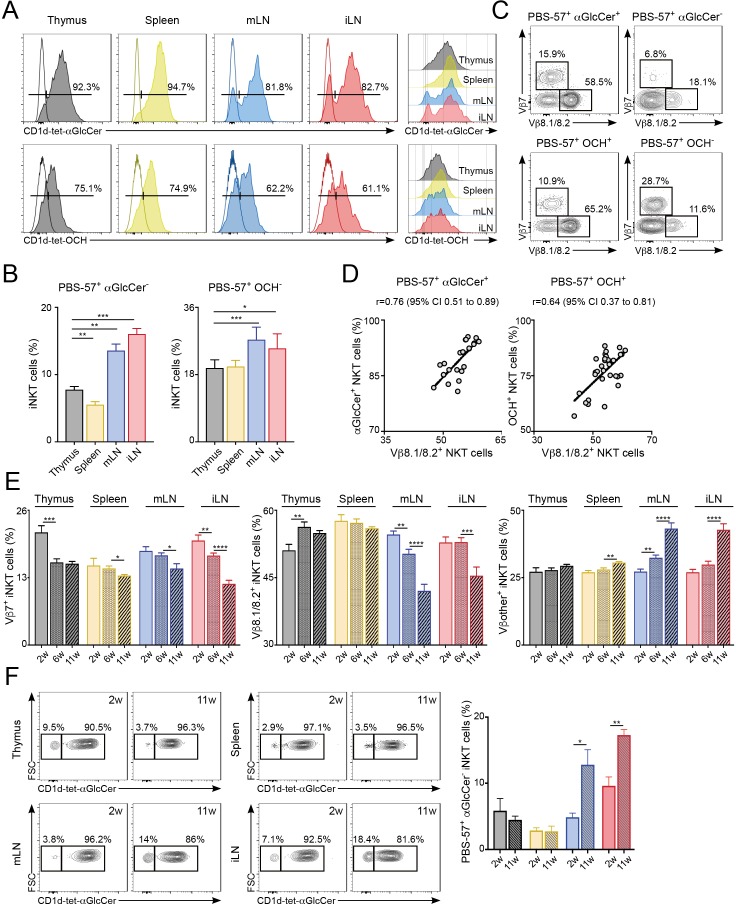
Differential lipid antigen recognition for iNKT cells from various lymphoid tissues. (**A–D**) iNKT cells from the depicted tissues were co-stained with CD1d-tet-PBS57 and CD1d-tet-αGlcCer or CD1d-tet-OCH. (**A**) Flow-cytometry profiles. (**B**) Quantification of αGlcCer^-^ (left) or OCH^-^ (right) iNKT cells. Bars represent mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, two-tailed paired *t*-test. (**C**) Vβ usage for the depicted iNKT cell populations from the spleen. (**D**) Frequency of αGlcCer^+^ (left) or OCH^+^ (right) iNKT cells was related to the frequency of Vβ8.1/8.2 usage for each sample. Pearson correlation analyses are shown for each graph. n = 6–8 mice from 3 to 4 independent experiments. (**E–F**) TCR Vβ repertoire and lipid antigen recognition of iNKT cells from the depicted tissues were analysed at indicated time points (weeks of age). (**E**) Frequency of iNKT cells expressing Vβ7, Vβ8.1/8.2 or Vβother (no Vβ7 or Vβ8.1/8.2) in the tissues of WT C57BL/6 mice of 2, 6 or 11 weeks of age. n = 10–15 mice from 10 independent experiments. (**F**) Flow-cytometry profiles (left) and quantification of αGlcCer^-^ iNKT cells (right) for iNKT cells from the tissues of WT mice of 2 or 11 weeks of age as depicted. n = 3 mice from two independent experiments. Bars represent mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 two-tailed unpaired *t*-test. Figure 5—source data 1.Differential lipid antigen recognition for iNKT cells from various lymphoid tissues.

**Figure 5—figure supplement 1.**
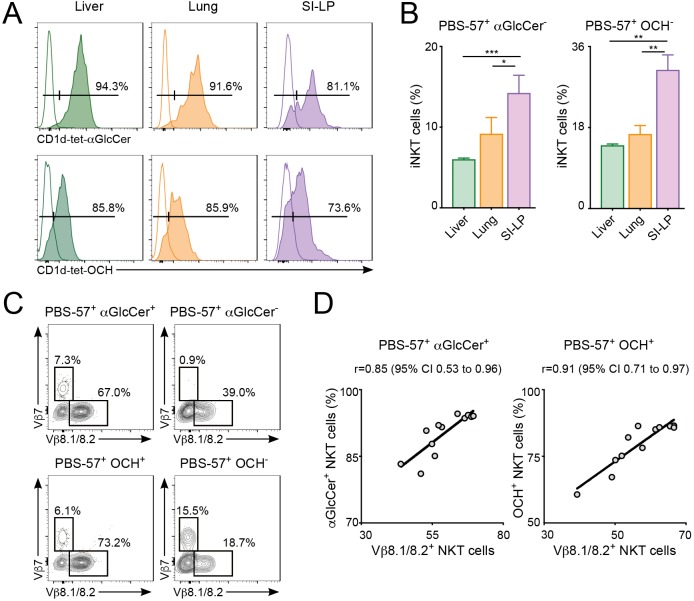
Differential lipid antigen recognition for iNKT cells from non-lymphoid tissues . (**A–D**) iNKT cells from liver, lung or SI-LP were co-stained with CD1d-tet-PBS57 and CD1d-tet-αGlcCer or CD1d-tet-OCH. (**A**) Flow-cytometry profiles. (**B**) Quantification of αGlcCer^-^ (left) or OCH^-^ (right) iNKT cells. Bars represent mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, two-tailed paired *t*-test. n = 4 mice from two independent experiments. (**C**) Vβ usage for the depicted iNKT cell populations from the liver. (**D**) Frequency of αGlcCer^+^ (left) or OCH^+^ (right) iNKT cells was related to the frequency of Vβ8.1/8.2 usage for each sample. Pearson correlation analyses are shown for each graph. Figure 5—figure supplement 1—source data 1.Differential lipid antigen recognition for iNKT cells from non-lymphoid tissues.

It is well established that in conventional T cells there are age-dependent changes in the TCR repertoire that lead to impaired immune responses (Yager et al., 2008). Hence, we analysed the effect of age in iNKT cells by measuring the TCRVβ usage and lipid-binding capacity for iNKT cells in the tissues of 2, 6 and 11-week-old WT C57BL/6 mice (Figure 5E–F). We detected significant changes in TCRVβ usage associated to the age of the mice. For instance, the percentage of Vβ8.1/8.2^+^ iNKT cells decreases over time in iLN and mLN, whereas the percentage of cells expressing *other* Vβs in those tissues increases (Figure 5E). The TCR changes over-time are more evident in LNs in comparison with the spleen and the differences in TCRVβ usage for LN iNKT cells are more prominent in adult mice (6 w vs 11 w) than in younger animals (2 w vs 6 w). Importantly, the changes in the frequency of Vβ8.1/8.2^+^ iNKT cells in older mice correlate with the capacity of the cells to bind αGlcCer-loaded CD1d tetramers (Figure 5F). Hence, in the LNs both the frequency of Vβ8.1/8.2^+^ iNKT cells and that of αGlcCer^+^ cells decrease as mice age. Thus, this data demonstrates a differential lipid antigen recognition capacity for iNKT cells from various tissues, which is shaped by age.

### The iNKT cell TCR repertoire changes in response to immunisation and environmental challenges

We next explored the stability of the peripheral iNKT cell TCR repertoire in response to antigenic challenges and environmental changes. To analyse whether immunisation with lipid antigens induces lasting changes in the iNKT TCR repertoire we injected mice with the lipid antigen OCH and followed the changes in the iNKT cell population at 3 or 13 days after immunisation (Figure 6A–D). Three days after OCH administration we detected strong proliferation of iNKT cells in spleen and LNs, resulting in an increase in Ki-67 expression and in the frequency of iNKT cells in comparison with control (PBS injected) mice (Figure 6A–C). The vast majority (~80%) of highly proliferative iNKT cells (Ki-67^hi^) expressed TCRVβ8.1/8.2. As a result, we detected a global change in the TCRVβ usage for the local iNKT cell populations in comparison with control mice with reduced frequency of TCRVβ7^+^ iNKT cells which are replaced by TCRVβ8.1/8.2^+^ cells (Figure 6D). Thirteen days after OCH administration Ki-67 expression and iNKT cell frequency returned to basal levels (Figure 6B–C). However, the TCR repertoire of the iNKT cell population was still significantly different from control mice with increased frequency of TCRVβ8.1/8.2^+^ and reduced TCRVβ7^+^ iNKT cells (Figure 6D). In line with these results, we also detected significant changes in the TCR repertoire of iNKT cells after immunisation with αGalCer (Figure 6—figure supplement 1). In response to this lipid, the frequency of TCRVβ8.1/8.2^+^ iNKT cells increased at the expense of Vβother^+^ cells while the frequency of Vβ7^+^ cells remained unchanged (Figure 6—figure supplement 1). Interestingly, after antigen stimulation (both in vitro and in vivo) Vβ7^+^ iNKT cells showed reduced secretion of cytokines in comparison with Vβ8.1/8.2^+^ or Vβother^+^ cells (Figure 6—figure supplement 2). Thus, all together this data indicates that the TCRVβ usage of iNKT cells is associated with their distinct activation and proliferation in response to antigen stimulation. As a result, exposure to lipid antigens induces a restructure in the repertoire of the iNKT cell population that is maintained even after proliferation has ceased and the population has contracted.

**Figure 6.**
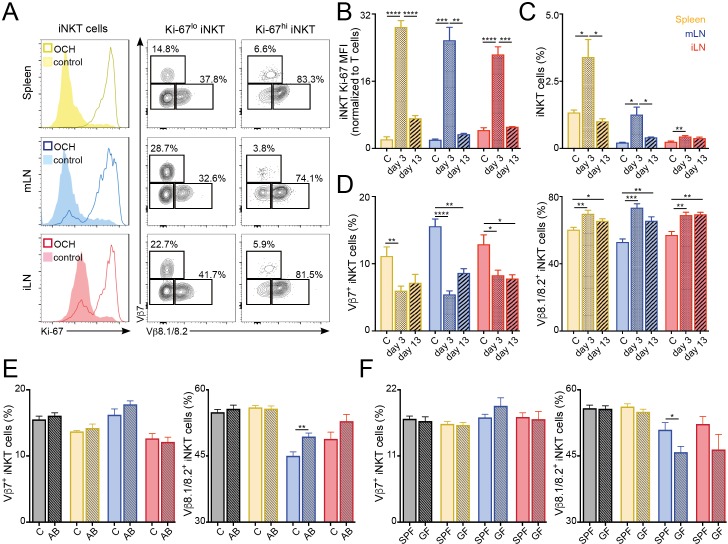
TCR repertoire of iNKT cells changes following immunisation and environmental challenges. (**A–D**) Mice were injected with OCH (or PBS as control, c) and iNKT cells from spleen and lymph nodes were analysed 3 or 13 days later. (**A**) Flow-cytometry profiles showing Ki-67 expression in all iNKT cells (left) and Vβ7, Vβ8.1/8.2 expression for iNKT cells expressing high (Ki-67^hi^, right) or low (Ki-67^lo^, middle) Ki-67 3 days after OCH administration. (**B–D**) Bar plots showing expression of Ki-67 (**B**), frequency of iNKT cells (**C**) and percentage of iNKT cells expressing Vβ7 or Vβ8.1/8.2 (**D**) at the depicted time points in spleen (yellow), mLN (blue) or iLN (red). n = 3–5 mice from 2 to 3 independent experiments. (**E–F**) Frequency of iNKT cells expressing Vβ7 or Vβ8.1/8.2 in the tissues of mice (Thymus = grey; Spleen = yellow; mLN = blue; iLN = red) treated with antibiotics in the drinking water vs control mice (**E**) or SPF vs GF mice (**F**). n = 10 mice (**E**) and n = 6 mice (**F**) from two independent experiments. (**A–F**) Bars represent mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 two-tailed unpaired *t*-test. Figure 6—source data 1.TCR repertoire of iNKT cells changes following immunisation and environmental challenges.

**Figure 6—figure supplement 1.**
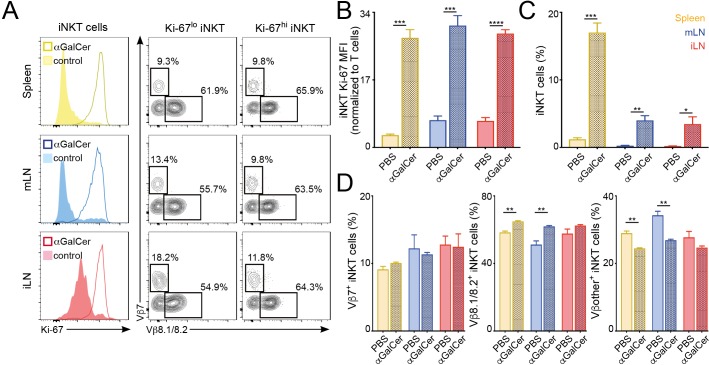
Changes in the iNKT cell TCR repertoire following immunisation with αGalCer. Mice were injected with αGalCer (or PBS as control) and iNKT cells from spleen and lymph nodes were analysed 3 days later. (**A**) Flow-cytometry profiles showing Ki-67 expression in all iNKT cells (left) and Vβ7, Vβ8.1/8.2 expression for iNKT cells expressing high (Ki-67^hi^, right) or low (Ki-67^lo^, middle) Ki-67 3 days after αGalCer administration. (**B–D**) Bar plots showing expression of Ki-67 (**B**), frequency of iNKT cells (**C**) and percentage of iNKT cells expressing Vβ7, Vβ8.1/8.2 or Vβother (**D**) at the depicted time points in spleen (yellow), mLN (blue) or iLN (red). n = 3 mice from two independent experiments. Bars represent mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 two-tailed unpaired *t*-test. Figure 6—figure supplement 1—source data 1.Changes in the iNKT cell TCR repertoire following immunisation with αGalCer.

**Figure 6—figure supplement 2.**
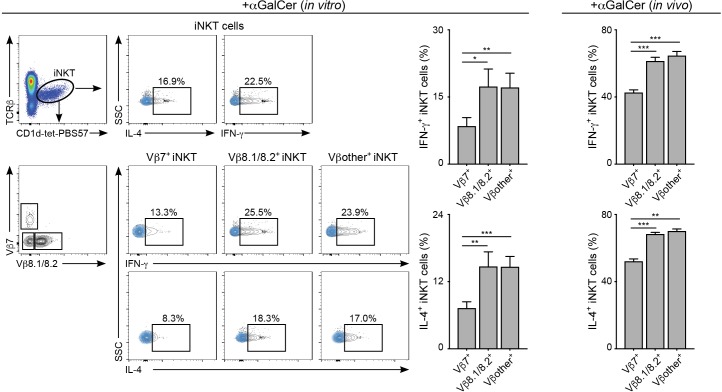
Cytokine secretion by iNKT cells relates to TCRVβ usage. Splenocytes were stimulated in vitro with αGalCer (left, in vitro) or WT mice were injected in vivo with αGalCer (right, in vivo) and cytokine production was measured by intracellular staining 2 hr later. Flow cytometry graphs and quantification (bar plots) showing the frequency of IL-4 or IFN-γ-producing iNKT cells within the Vβ7^+^, Vβ8^+^ or Vβother^+^ populations. n = 7 mice (in vitro) and n = 4 mice (in vivo). Bars represent mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ANOVA with Tukey’s multiple comparisons test. Figure 6—figure supplement 2—source data 1.Cytokine secretion by iNKT cells relates to TCRVβ usage.

**Figure 6—figure supplement 3.**
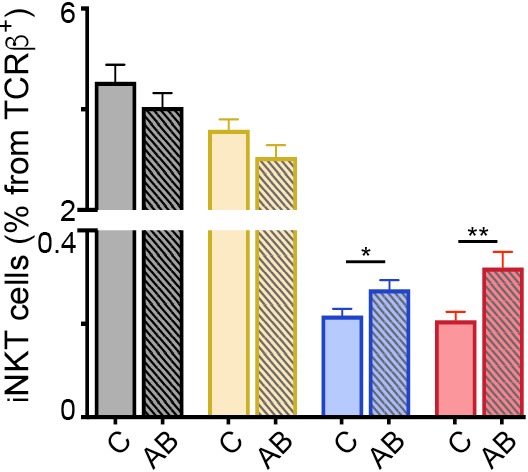
Frequency of iNKT cells after antibiotic treatment. Frequency of iNKT cells in the tissues of mice (Thymus = grey; Spleen = yellow; mLN = blue; iLN = red) treated with antibiotics in the drinking water vs control mice. n = 10 mice from two independent experiments. Bars represent mean ± SEM. **p<0.01 two-tailed unpaired *t*-test. Figure 6—figure supplement 3—source data 1.Frequency of iNKT cells after antibiotic treatment.

Commensal-derived products are known to modulate the numbers and phenotype of iNKT cells (An et al., 2014; Sáez de Guinoa et al., 2018; Wingender et al., 2012). Thus, we hypothesised that changes in commensal bacteria could also lead to a restructure of the iNKT cell TCR repertoire. To address this, we treated 5 week old mice with antibiotics in the drinking water for 6 weeks and analysed the TCRVβ usage in iNKT cells in those animals at 11 weeks of age (vs. control mice; Figure 6E). Interestingly, we found that antibiotic treatment resulted in a small but significant increase of the frequency of iNKT cells in mLN and iLN (Figure 6—figure supplement 3). Moreover, we detected changes in the TCRVβ usage of the iNKT cell population with a significant increase in the percentage of Vβ8.1/8.2^+^ iNKT cells in the gut-draining mLN. Added to this, we also detected changes in TCRVβ usage for mLN iNKT cells when we compared cells from the tissues of 6 week old germ-free (GF) animals with those of conventional (specific pathogen free, SPF) mice (Figure 6F). It is worth noting that changes in TCRVβ usage in iNKT cells were not identical in GF or antibiotic-treated mice, possibly due to the incomplete depletion of commensal bacteria and to the drastic changes in the surviving commensal populations induced by antibiotic treatment (Hill et al., 2010). Thus, these data suggest that modifications in the intestinal microbiota lead to changes on the TCR repertoire of iNKT cells.

### Different phenotype and TCR repertoire for iNKT cells from human tonsils and blood

Finally, we explored whether the differences in repertoire and phenotype found in murine iNKT cells resident in various tissues were also present in humans. To do this, we compared the phenotype and the TCRVα and TCRVβ usage of PBS57-binding iNKT cells from human blood and tonsils (Figure 7). The percentage of CD1d-tet-PBS57^+^ iNKT cells (from total CD3^+^ cells) in the blood was approximately 0.1%, around 10 times higher than the percentages of iNKT cells found in tonsils (Figure 7A). Co-staining with CD4 and CD8 revealed variable populations of cells, including CD4^+^, CD8^+^ and double-negative (DN) iNKT cells (Figure 7B). The proportion of each of these populations was variable amongst donors, but we detected a consistently higher frequency of CD4^+^ iNKT cells within the tonsil population (mean = 72.4%) compared to blood (mean = 46.6%). Moreover, the expression of the activation markers CD25 and CD69 was also variable, but we detected an increase in the proportion of CD69^+^ iNKT cells within the tonsils (Figure 7C), confirming a different phenotype for iNKT cells found in tonsils vs. blood.

**Figure 7.**
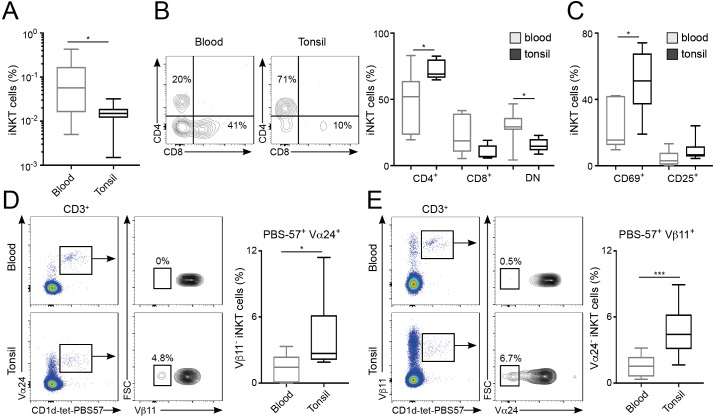
Distinct phenotype and TCR repertoire for human iNKT cells from different anatomical locations. (**A**) Mean percentage of iNKT cells (CD1d-tet-PBS57^+^CD3^+^) from total CD3^+^B220^-^CD14^-^ cells in blood or tonsils. (**B–C**) Flow-cytometry (left) and quantification (right) showing the percentage of CD4^+^, CD8^+^ and DN cells (**B**) or CD69^+^ and CD25^+^ cells (**C**) within the iNKT cell population in the depicted tissues. (**D–E**) Flow-cytometry (left) and quantification (right) showing the percentage of Vβ11^-^ iNKT cells within CD1d-tet-PBS57^+^Vα24^+^ cells (**D**); or the percentage of Vα24^-^ cells within CD1d-tet-PBS57^+^Vβ11^+^ cells (**E**). (**A–E**) Data are expressed as box-and-whisker diagrams depicting the median ± lower quartile, upper quartile, sample minimum and maximum. *p<0.05, ***p<0.001, two-tailed unpaired *t*-test. n = 10 samples per tissue from four independent experiments. Figure 7—source data 1.Distinct phenotype and TCR repertoire for human iNKT cells from different anatomical locations.

While the majority of human iNKT cells express the prototypical Vα24Vβ11 TCR, populations of *atypical NKT cells* have been found in human blood, representing up to 10% of the iNKT cell population (Le Nours et al., 2016). These cells retain the capacity to bind CD1d-tet-PBS57 but express a range of TCRα and β chains that result in differential recognition of lipid antigens. Thus, we analysed the usage of Vα24 and Vβ11 within the iNKT cell populations from tonsils and blood (Figure 7D–E). As previously described, we found that the majority of CD1d-tet-PBS57^+^Vα24^+^ iNKT cells express TCRVβ11 in both blood and tonsils. Similarly, the majority of CD1d-tet-PBS57^+^Vβ11^+^ iNKT cells expressed Vα24. However, we found a variable proportion (0–10%) of iNKT cells lacking expression of Vα24 or Vβ11 in blood and tonsils. These *atypical iNKT cell* populations were found at significantly higher frequency in the tonsils in comparison to blood. For instance, Vα24^-^Vβ11^+^ iNKT cells represent up to 10% of the iNKT cell population in tonsils while they comprised between 0% and 3% of iNKT cells in blood (Figure 7D–E). Thus, all together this data demonstrates that the TCR repertoire and phenotype of human iNKT cells are distinct for cells found in different anatomical sites.

## Discussion

Tissue-resident iNKT cells are known to have unique properties and functions related to the tissues in which they reside, yet the antigen specificity of these populations in individual tissues remains unknown. Here, we found that the basal activation, proliferation, TCR repertoire and antigen specificity of peripheral iNKT cells are modulated by their anatomical location. While the TCR of αGalCer-reactive NKT cells has been described as ‘invariant’, recent studies have identified variability in TCR Vα and Vβ chains in both the mouse and human repertoires resulting in differential capacity for lipid antigen recognition (Cameron et al., 2015; Le Nours et al., 2016; Matsuda et al., 2001). In agreement with this data, we found that the Vβ and Jβ usage, Vβ-Jβ pairing and CDR3β in iNKT cells are highly variable and relate to their capacity for lipid recognition. Thus, the so-called *invariant* NKT cell population expresses a variable TCRVβ repertoire that differs according to their anatomical location and results in differential antigen recognition capacity for iNKT cells resident in individual tissues. Importantly, our data confirms that anatomical differences also apply to human iNKT cells. Thus, we found increased frequencies of *atypical* iNKT cells (Vα24^-^ or Vβ11^-^) in tonsils vs blood while the frequency of CD4^+^ iNKT cells and CD69^+^ iNKT cells was also different in those anatomical locations. This data is particularly relevant, as the vast majority of studies related to human iNKT cells are focused on cells isolated from the blood that may not fully recapitulate the phenotype and specificity of iNKT cells residing in peripheral tissues.

After selection in the thymus, peripheral CD4^+^ T cell survival requires the expression of MHC. In the case of iNKT cells, while thymic development is CD1d-dependent, CD1d expression and the iNKT TCR have been proposed to be dispensable for the survival of peripheral iNKT cells (Matsuda et al., 2002; Vahl et al., 2013). However, CD1d-TCR signals are required for post-thymic maturation of iNKT cells in the periphery (e.g. NK1.1^-^ to NK1.1^+^ transition) (McNab et al., 2005) and CD1d expression on hepatocytes and CD11c^+^ cells regulates the phenotype and numbers of iNKT cells in liver and gut respectively (Sáez de Guinoa et al., 2018; Zeissig et al., 2017). Thus, this suggests that while CD1d-TCR signals might not be required for iNKT cell survival, they can shape the peripheral iNKT cell population. Our data supports a model by which after selection in the thymus, the TCR repertoire of the iNKT cell population is subjected to further shaping in the periphery resulting in differential capacity for lipid recognition by iNKT cells resident in individual tissues. Another (but not exclusive) explanation for the tissue-skewed TCR repertoire could be that after thymus export the TCR of individual iNKT cells is linked to homing in specific tissues. However, it has been shown that the iNKT cell TCR specificity doesn’t significantly affect iNKT cell homing in the tissues. Accordingly, iNKT cells expressing a variety of TCRVβ chains and CDR3β sequences generated in retrogenic or transnuclear mice were found to home efficiently in a variety of tissues irrespectively of their TCR specificity or Vβ usage (Clancy-Thompson et al., 2017; Cruz Tleugabulova et al., 2016). In line with this, our own analyses of the iNKT cell CDR3β sequences did not reveal any obvious correlations between specific residues or their physicochemical properties and their tissue of origin. Thus, while our data doesn’t preclude that after thymic egress certain iNKT cell clones may preferentially home in specific tissues, it supports a model in which local signals shape the TCR repertoire and specificity of the iNKT cell population after their arrival to the tissues.

Tissue-specific programming has been described for various tissue-resident immune cell populations including macrophages, innate lymphoid cells or Tregs whose properties are controlled by local tissue-derived signals (Miragaia et al., 2019; Okabe and Medzhitov, 2014). In the case of iNKT cells, previous studies have shown that while cells from spleen and liver display relatively similar transcriptional programs, adipose tissue iNKT cells present a distinct transcriptional profile associated with a unique (PLZF-independent) developmental pathway (Lynch et al., 2015). 

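In an edgeR quasi-likelihood F test over the 4 tissues, 459 of 13600 genes differed between iNKT cells from thymus, spleen, mLN and iLN at an adjusted p-value under 0.01. Past the thresholds on p and fold change in at least 1 of the 6 pairs of tissues were 498 genes, or 3.66% of the genes tested. With the replicate number as a block, 404 genes differed over the 4 tissues. The count rose most, to 1134 genes, when no filter on low counts was used, and by ratio it moved most without replicate 3, where it fell to 138 genes. It was 1090 genes with DESeq2's likelihood ratio test.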

Our data shows a relatively similar transcriptome for iNKT cells isolated from thymus, spleen and LNs with only around 200–400 genes differentially expressed in these tissues (in contrast to the thousands of genes differentially expressed by adipose vs. splenic iNKT cells Lynch et al., 2015). This suggests that while iNKT cells found in various lymphoid tissues likely share the same developmental program, local signals in the tissues in which they reside shape their phenotype and functions. Accordingly, iNKT cells isolated from LNs show differential expression of genes related to T cell activation, TCR signalling and proliferation indicating that in the LNs iNKT cells are recognising lipid antigens (e.g. endogenous or from commensals) that are not *seen* by iNKT cells residing in spleen or thymus in homeostatic conditions. Thus, it is feasible to speculate that the catalogue of (endogenous and exogenous) lipids presented by CD1d in specific tissues could contribute to shape the population of iNKT cells resident in those tissues. Added to this, it is likely that other signals (such as cytokines or hormones) also contribute to modulate the phenotype and function of tissue-resident iNKT cells (Holzapfel et al., 2014; Matsuda et al., 2002).

The observation that the iNKT cell TCR repertoire is shaped by anatomical location resembles the unique repertoire observed for natural Tregs which is also shaped by environmental antigens possibly controlling Treg-mediated tolerance to the specific tissue environment (Lathrop et al., 2011; Lathrop et al., 2008). The tight control of CD1d-dependent lipid presentation and peripheral iNKT cell homeostasis are also critical to prevent local inflammation. Accordingly, dysregulation of intestinal iNKT cell homeostasis as a consequence of alteration in commensal lipids results in increased susceptibility to intestinal inflammation (An et al., 2014; Olszak et al., 2012; Wingender et al., 2012). Also, CD1d-lipid presentation by hepatocytes controls peripheral induction of iNKT cell tolerance in the liver, protecting from hepatic inflammation (Zeissig et al., 2017). Importantly, changes in the iNKT cell TCR repertoire have been also associated with autoimmune diseases as is the case in patients with diabetes (Tocheva et al., 2017) and rheumatoid arthritis (Mansour et al., 2015) and transgenic mice over-expressing an autoreactive NKT cell-TCR develop spontaneous colitis (Liao et al., 2012). Thus, the local tissue-specific regulation of iNKT cell immunity may have important implications for the development and progression of autoimmune and inflammatory processes.

In summary, our study demonstrates that local signals shape the populations of tissue-resident lymphocytes and suggests that exposure to different immunisations, microbial infections or environmental changes can impact and shape the host’s iNKT cell TCR repertoire. These findings may inform future development of novel therapies based on the manipulation of iNKT cells for vaccination or immunotherapy.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	Rag2-GFP: Tg(Rag2-EGFP)1Mnz	PMID: 10458165	MGI:3784416	
Strain, strain background (*Mus musculus*)	Nur77-GFP: C57BL/6-Tg(Nr4a1-EGFP/cre)820Khog/J	PMID: 21606508	MGI:5007644	
Strain, strain background (*Mus musculus*)	CD1d-KO: Del(3Cd1d2-Cd1d1)1SbpJ	PMID: 14632651	MGI:5582477	
Antibody	PBS57-loaded CD1d-tetramer (mouse)	NIH Tetramer Core Facility	https://tetramer.yerkes.emory.edu	(1:1000)
Antibody	anti-mouse B220 (rat monoclonal)	BioLegend	103224	(1:200)
Antibody	anti-mouse CD8α (rat monoclonal)	BioLegend	100714	(1:200)
Antibody	anti-mouse CD11b (rat monoclonal)	BioLegend	101226	(1:200)
Antibody	anti-mouse CD11c (armenian hamster monoclonal)	BioLegend	117323	(1:200)
Antibody	anti-mouse PLZF (armenian hamster monoclonal)	BioLegend	145807	(1:200)
Antibody	anti-mouse RORγt (mouse monoclonal)	BD Biosciences	564722	(1:200)
Antibody	anti-mouse T-bet (mouse monoclonal)	BioLegend	644823	(1:200)
Antibody	anti-mouse TCRβ (armenian hamster monoclonal)	BioLegend	109233	(1:200)
Antibody	anti-mouse Vβ7 (rat monoclonal)	BioLegend	118306	(1:200)
Antibody	anti-mouse Vβ8.1/8.2 (rat monoclonal)	eBiosciences	46-5813-80	(1:200)
Antibody	anti-mouse CCR7 (rat monoclonal)	BioLegend	120105	(1:100)
Antibody	anti-mouse PD1 (rat monoclonal)	BioLegend	135219	(1:200)
Antibody	anti-mouse Qa2 (mouse monoclonal)	BD Biosciences	743312	(1:200)
Antibody	anti-mouse CD25 (rat monoclonal)	BioLegend	102015	(1:200)
Antibody	anti-mouse Ki-67 (rat monoclonal)	BioLegend	652425	(1:200)
Antibody	anti-mouse ICOS (rat monoclonal)	BioLegend	117405	(1:200)
Antibody	anti-mouse CD4 (rat monoclonal)	BioLegend	100433	(1:200)
Antibody	anti-mouse NK1.1 (mouse monoclonal)	eBiosciences	11-5941-85	(1:200)
Antibody	anti-mouse CD27 (armenian hamster monoclonal)	BioLegend	124215	(1:200)
Antibody	anti-mouse CCR6 (armenian hamster monoclonal)	BioLegend	129809	(1:200)
Antibody	anti-mouse CD45.1 (mouse monoclonal)	BioLegend	110731	(1:200)
Antibody	anti-mouse CD45.2 (mouse monoclonal)	BioLegend	109805	(1:200)
Antibody	anti-mouse CCR8 (rat monoclonal)	BioLegend	150320	(1:200)
Antibody	anti-mouse IL-4 (rat monoclonal)	BioLegend	504111	(1:200)
Antibody	anti-mouse IFN-γ (rat monoclonal)	BioLegend	505810	(1:200)
Antibody	PBS57-loaded CD1d-tetramer (human)	NIH Tetramer Core Facility	https://tetramer.yerkes.emory.edu	(1:500)
Antibody	anti-human CD3 (mouse monoclonal)	BioLegend	300418	(1:200)
Antibody	anti-human CD4 (rat monoclonal)	BioLegend	357415	(1:200)
Antibody	anti-human CD8a (mouse monoclonal)	BioLegend	300913	(1:200)
Antibody	anti-human CD25 (mouse monoclonal)	BioLegend	302613	(1:200)
Antibody	anti-human CD69 (mouse monoclonal)	BioLegend	310921	(1:200)
Antibody	anti-human Vα24 (mouse monoclonal)	BioLegend	360003	(1:200)
Antibody	anti-human Vβ11 (human monoclonal)	Miltenyi Biotech	130-108-799	(1:200)
Antibody	anti-human CD19 (mouse monoclonal)	BioLegend	302223	(1:200)
Antibody	anti-human CD14 (mouse monoclonal)	BioLegend	325615	(1:200)
Commercial assay or kit	Zombie (fixable viability dye)	BioLegend	423105	
Commercial assay or kit	Dynabeads Biotin binder	Invitrogen	11047	
Commercial assay or kit	Click-iT Plus EdU Flow-cytometry assay kit	Invitrogen	C10418	
Chemical compound, drug	αGalCer (α-Galactosylceramide, KRN7000)	Enzo Life Sciences	ALX-306–027	
Chemical compound, drug	OCH	Enzo Life Sciences	ALX-306–029	
Software, algorithm	MiXCR	Bolotin et al. (2013)	https://mixcr.readthedocs.io/en/master/	
Software, algorithm	Weblogo	Crooks et al. (2004)	https://weblogo.berkeley.edu	
Software, algorithm	Brepertoire	Margreitter et al. (2018)	http://mabra.biomed.kcl.ac.uk/BRepertoire_5/?	

### Mice

CD1d-KO (on C57BL/6 background), WT C57BL/6, congenic CD45.1 WT C57BL/6 and Nur77^GFP^ mice were bred under specific pathogen-free (SPF) conditions at the Francis Crick Institute. Nur77^GFP^ mice were provided by Adrian Hayday (Francis Crick Institute). Rag2^GFP^ mice were bred at the University of Birmingham. Tissues from germ-free mice were obtained from the Welcome Trust Sanger Institute (Cambridge, UK). All animal experiments were approved by the Francis Crick Institute and the King’s College London’s Animal Welfare and Ethical Review Body and the United Kingdom Home Office.

### Human tissues

Human tissues used in this study were collected with ethical approval from UK Research Ethics Committees administered through the Integrated Research Application System. All samples were collected with informed consent. Mononuclear cells from peripheral blood and tonsils were isolated as previously described (Zhao et al., 2018) and cryopreserved before use.

### Murine tissue preparation

Spleen, thymus and liver were harvested and smashed through a 45 μm strainer to obtain single-cell suspensions before staining for flow-cytometry. LNs and lung were harvested and briefly digested (15 min at 37°C) with collagenase (1.5 mg/ml), DNAse (100 μg/ml) and NADase (6 mg/ml) before filtering through a 45 μm strainer. SI-LP was processed as described (Saez de Guinoa et al., 2017). Briefly, small intestine (excluding Peyer’s patches) was flushed with cold PBS, opened longitudinally and incubated for 20 min at 37°C in HBSS 1 mM EDTA, 5% FCS. The supernatant containing epithelial cells and intraepithelial lymphocytes was discarded and the remaining tissue was incubated for 45 min at 37°C with collagenase and DNAse as above and filtered through 45 μm strainer. Cells from all the tissues were resuspended in FACS buffer (PBS 1% BSA, 1% FCS) for flow-cytometry staining.

### Flow-cytometry

Flow cytometry staining of mouse and human samples were performed in FACS buffer using the following antibodies from Biolegend or eBioscience unless specified otherwise: Anti-mouse antibodies: CD45R/B220 (RA 3-6B2), CD8α (56–6.7), CD11b (M1/70), CD11c (N418), PLZF (9E12), RORγt (Q31-378 BD Biosciences), T-bet (4B10), TCRβ (H57-587), Vβ7 (TR310), Vβ8.1/8.2 (KJ16), PD-1 (29F.1A12), CCR7 (4B12), Qa2 (1-1-2, BD Biosciences), CD25 (PC-61), Ki-67 (16A8), CD45.1 (A20), CD45.2 (104), ICOS (7E.17G9), CD4 (GK1.5), NK1.1 (PK136), CD27 (LG.3A10), CCR6 (29–2 L17), CCR8 (SA214G2), IL-4 (11B11), IFN-γ (XMG1.2). Anti-human antibodies: CD3 (HIT3a), CD4 (A161A1), CD8α (HIT8a), CD25 (BC96), CD69 (FN50), Vα24 (C15/TCR Vα24), Vβ11 (REA559, Miltenyi Biotech), CD19 (HIB19), CD14 (HCD14). PBS57-loaded mouse and human CD1d tetramers were provided by the NIH Tetramer Core Facility. Incubations were performed on ice except for CCR7 staining in which cells were incubated with antibodies for 45 min at 37°C. For transcription factor staining, cells were fixed and permeabilised with Foxp3/Transcription Factor Staining Buffer Set (eBioscience). For intracellular cytokine staining, cells were fixed and permeabilised with Fixation/Permeabilization Solution Kit (BD Biosciences). Dead cells were detected with Zombie fixable viability kit (Biolegend). Flow-cytometry data were collected on a Fortessa or Fortessa X20 flow cytometers (both from BD Biosciences) and were analysed with FlowJo software (TreeStar).

### Administration of antibiotics and EdU incorporation

Mice were orally administrated a cocktail of antibiotics: 1 mg/ml Ampicillin, 1 mg/ml Gentamicin, 1 mg/ml Neomycin, 1 mg/ml Metronidazole and 0.5 mg/ml Vancomycin (all from Sigma-Aldrich) in filtered drinking water for 6 weeks (Jimeno et al., 2018).

For EdU incorporation experiments mice were injected intraperitoneally with 500 μg of EdU for two consecutive days and EdU incorporation was detected with Click-iT Plus EdU Flow-cytometry assay kit (Life Technologies).

### Lipids and tetramer loading

CD1d tetramers were provided by the NIH Tetramer Core Facility. αGalCer and OCH were obtained from Enzo Life sciences. ßGalactosylCeramide (C12; βGalCer) was from Avanti Polar Lipids. αGlucosylCeramide (C26; αGlcCer) and ßGlucosylCeramide (C14; βGlcCer) were produced in house (University of Birmingham). Lipids were dissolved in 0.5% v/v Tyloxapol (Sigma) and loaded into CD1d at a three to six-fold molar excess.

### Stimulation with lipid antigens and adoptive transfer

For in vivo experiments mice were injected intravenously with 5 μg of OCH or 1 μg of αGalCer and sacrificed at the indicated time-points.

For in vitro stimulation experiments, single cell suspensions from the spleen were prepared as described above. Cells were cultured in complete media (IMDM, 10% FCS) and stimulated for 2.5 hr in the presence of 5 μg/mL αGalCer at 37°C. Brefeldin A (Biolegend) was added for the last 2 hr of the incubation period. Cells were stained for detection of intracellular cytokines as described above.

For adoptive transfer experiments, donor mice were injected with anti-ARTC2 nanobody (Treg-protector, Biolegend) 15 min before tissue harvesting. Single-cell suspension from spleen and thymus were prepared and red blood cells were lysed by incubation with lysis buffer. Next, cells were incubated with biotinylated anti-B220 antibody followed by Dynabeads biotin binder magnetic beads (Invitrogen) according to the manufacturer’s instructions. Cells were resuspended in PBS and injected intravenously into congenic recipient mice. Tissues were harvested for analyses 12 days after transfer.

### RNA sequencing

RNA was extracted from sort-purified iNKT cells (TCRβ^+^CD1d-tet-PBS57^+^B220^-^CD11b^-^CD11c^-^CD8^-^) from the indicated tissues of WT mice using the RNAeasy micro kit (Qiagen) following manufacturer instructions. Library generation was performed according to manufacturer instructions using the Nugen Ovation ultralow kit. Libraries were barcoded and run on an Illumina HiSeq 2500system with paired-end read lengths of 101 bp. Fastq files were trimmed using Cutadapt with a quality threshold of 10 before being aligned to and quantified against release GRCm38.p6 of the mouse genome with RSEM/Bowtie2. The raw counts were then imported into R/Bioconductor. DESeq2 was used to account for the different size factors between samples, and a model with main effects of tissue and sample-batch was used to find genes that were differentially expressed (false discovery threshold of 0.01) either between pairs of tissues (Wald test) or not constant across all tissues (likelihood ratio test). The RNAseq data are available in the Gene Expression Omnibus (GEO) database with accession number GSE131420.

### Analyses of TCR sequences

MiXCR software was used to identify TCR sequences within the RNAseq data (Bolotin et al., 2013). The software performs CDR3 extraction, identifies V, D and J segments, assembles clonotypes, filters out or rescues low-quality reads. The obtained repertoires were further filtered to eliminate out-of-frame and stop codon-containing CDR3 variants. CDR3 length, CDR3 physicochemical properties (hydrophobicity (based on the Kyte–Doolittle scale [Kyte and Doolittle, 1982]), isoelectric point (pI, according to EMBOSS [Rice et al., 2000]), frequency of polar (D, E, H, K, N, Q, R, S, T), aliphatic (A, I, L, V) or aromatic (F, H, W, Y) residues), CDR3 clonal size and V-J pairings were calculated using Brepertoire (Margreitter et al., 2018). CDR3α and CDR3β sequence logos were generated on the Weblogo server (Crooks et al., 2004) (https://weblogo.berkeley.edu) and provide a visual representation of amino acids enriched at different positions in the CDR3 sequences.

### Statistical analyses

Statistical analyses were performed using Prism software (GraphPad). Unless specified otherwise, *n* represents the number of individual mice analysed in each experiment. Statistical significance was determined using paired or unpaired two-tailed student’s t test or ANOVA with multiple comparison Tukey test as specified in the figure legends. Correlation analyses were performed using Pearson correlation.

## Data Availability

The RNAseq data are available in the Gene Expression Omnibus (GEO) database with accession number GSE131420. The following dataset was generated: BarralPJimenoR2019Analysis of transcriptomic profile of iNKT cellsNCBI Gene Expression OmnibusGSE131420

How the deposited data were processed for this re-analysis (not part of the article)

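RNAseq libraries of sorted iNKT cells from 15 samples were analysed, 4 each from thymus, spleen and mLN and 3 from iLN, in 2 batches. Samples were paired by the replicate number in their labels, which do not say whether a replicate is 1 mouse or a pool. The paper describes 4 samples per tissue, and iLN replicate 1 was not analysed here. The authors trimmed the reads with Cutadapt and ran RSEM with Bowtie2 on GRCm38.p6, and the deposited expected count of a gene is RSEM's estimate of its fragments, with fragments that align to several genes shared between them. The TPM values that the authors deposited are RSEM's expected counts divided by effective gene length and scaled to the same sum in every sample. The FPKM values that the authors deposited are RSEM's expected counts divided by effective gene length and by the fragments of the sample, and were not used here. Expected counts were used for all results, and TPM for an alternative to the Trbv and Trav shares.

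Expected counts were rounded to whole numbers. Genes with low counts were removed with filterByExpr of edgeR 4.0.16 (with limma 3.58.1, in R 4.3.3), which left 13600 genes, and libraries were normalized with TMM, with factors between 0.755 and 1.18. The quasi-likelihood model with robust estimation had tissue and batch as factors. The 6 pairs of tissues, the mean of mLN and iLN against the mean of spleen and thymus, and the 4 tissues together were tested. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.01 and a fold change over 1.5 (for the test over 4 tissues, at the adjusted p-value alone). SE of a log2 fold change was taken from the fitted model. On simulated data with the depths and dispersions of these samples, 66.7% of 93 genes changed by 2 on the log2 scale and 16.8% of 107 genes changed by 1 were called, so that counts of called genes are lower bounds, and 1 of 13400 unchanged genes was called. Between replicates of a tissue, the chi-squared statistic per degree of freedom was between 7.21 and 213, far above counting error, and Pearson's r of log2 CPM was between 0.947 and 0.988.

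The genes reported by name were chosen by a fixed rule. They are every gene that the text names for the RNAseq data, the genes of Figure 3B and of Figure 3—figure supplement 1A as counts or single values, and, for each tissue against spleen and for LNs against spleen and thymus, the 3 upward and 3 downward genes with the largest change among those called, with a mean of at least 5 CPM and the same direction in every replicate that has both tissues. Il2ra, Mki67 and marker genes were added for the closing section only. Of the genes in Figure 3B, 1 is not reported here by name.

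Trbv and Trav usage was the share of a gene in the expected counts of all annotated Trbv or Trav genes. Trbv genes held between 39 and 525 counts per sample, which gives 95% Wilson intervals such as 31.6% to 61.4% in the sample with the fewest counts. Tissues were compared by two-sided exact permutation tests over all arrangements of the samples, with and without the replicate number as a block, and p-values of the 5 Trbv genes named in the text were adjusted by Benjamini-Hochberg. With 4 samples against 4 the smallest possible p is 0.0286. Marker scores are means of log2(CPM + 1) over lists of marker genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these tests and for the figures.

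The alternatives were DESeq2 1.42.0, RLE normalization, no filter on low counts, at least 10 counts in every sample, no batch covariate, the replicate number as a block (also with a correction for gene length), only the 2 groups compared, all libraries thinned to the smallest, and leaving out each replicate in turn. For the shares they were TPM, the replicate block, each batch alone, Trav11 without Trav11d, and leaving out each replicate, and for the scores a pseudocount of 0.1. Removing rRNA genes, leaving out thymus replicate 2, and each batch alone for Trav11 and the scores were added after the data had been seen. Frequencies of CDR3 sequences, the enrichment of gene ontology terms, and the flow cytometry and tetramer experiments were not analysed here.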

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

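The tests of counting error, of the library batch, of RNA from other cells and of Icos in this part were chosen only after the results were seen.

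Among 147 groups of 4 samples, 12 held a sample whose distance from the nearest other sample divided by the range of the group was above Dixon's 95% critical value, where chance alone gives 7.35 (1 in 20). Several of the 12 come from genes with hardly any counts in the tissue. On the log2(CPM + 1) scale these were thymus replicate 1 for Fos (0.32), Gm4956 (0.58), Ccr6 (0.45) and Gucy1a1 (0.69), spleen replicate 1 for Fos (0.92), spleen replicate 4 for Cdh1 (0, the only one of these that was the lowest), Tjp1 (0.49) and Kcnc1 (1.86), spleen replicate 3 for Styk1 (1.90) and mLN replicate 2 for Tjp1 (0.20). With higher counts, they were mLN replicate 2 for Egr1 (5.84, lowest) and for the Trbv13-1 share (3.14%, lowest).

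Counting error was tested with the exact binomial probability of the sample's count among the counts of its tissue. It was 0.195 for Fos in thymus, 0.0859 for Ccr6, 0.603 for Cdh1 and 0.280 for Tjp1 in mLN, so that counting error may account for these 4. It was 0.0379 for Gm4956, 0.0167 for Gucy1a1 and 0.0366 for Tjp1 in spleen, which rest on 4, 5 and 2 counts and, for samples picked as the most distant of many, cannot be told apart from counting error. It was 2.28e-04 for Fos in spleen, 0.00104 for Styk1, 4.89e-05 for the Trbv13-1 share, 5.27e-09 for Kcnc1 and 1.28e-39 for Egr1, lower values, although these p-values were not adjusted for the 12 samples tested or for their selection. Variation between replicates is above counting error for most genes, and no biological explanation was tested.

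Icos was higher in iLN than in mLN by 1.15 on the log2 scale, so its change against spleen differed between these LNs. With all libraries thinned to the smallest the difference was 1.2 and still past the thresholds, which goes against depth as its source. It was no longer past them without the batch covariate (edgeR adjusted p = 0.0134), with only the 2 groups compared (edgeR adjusted p = 0.0414), without replicate 3 (edgeR adjusted p = 0.0355) and without replicate 4 (edgeR adjusted p = 0.0624). A score of regulatory T cell genes did not differ between iLN and mLN (exact permutation p = 0.657). The score of NKT17 genes was higher in iLN in every sample (exact permutation p = 0.0286, the smallest that 3 samples against 4 allow). A higher share of NKT17 cells in iLN is therefore a candidate explanation, and a hypothesis only, since it was formed and tested on the same samples. The paper measured the frequency of NKT17 cells in each tissue by flow cytometry, which was not analysed here.

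Genes of other cells, which the paper does not discuss, were detected. The mean erythroid score was 2.63 in spleen, against 0.998 in thymus, 0.194 in mLN and 0.309 in iLN (exact permutation test over 4 tissues, p = 1.92e-04). The mean myeloid score was 1.18 in spleen, against 0.878, 0.908 and 0.699 in thymus, mLN and iLN (exact permutation p = 0.00928). The mean thymocyte score was 2.56 in thymus, against 1.59, 1.54 and 1.45 in spleen, mLN and iLN (exact permutation p = 0.00532). The mean score of regulatory T cell genes was 3.68 in mLN, against 1.69, 2.11 and 3.40 in thymus, spleen and iLN (exact permutation p = 4.89e-04). For the B cell score the exact permutation test over 4 tissues gave p = 0.131, but spleen and iLN were each above thymus in every sample (exact permutation p = 0.0286 for both), and in spleen it was 1.35 to 4.90 in single samples, highest in replicate 1, with a median of 1.79. In each of the erythroid, myeloid, thymocyte and regulatory T cell lists the same tissue was highest in 2 of 2 batches. The library batch therefore does not account for which tissue was highest. RNA from other cells of the tissue may account for the erythroid, myeloid and thymocyte scores, but expression by the iNKT cells themselves cannot be told apart from it in bulk RNA.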

How the results depend on the processing

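The comparisons, tests, thresholds and alternatives were chosen before the data were examined, apart from those named here as added. Removing rRNA genes, leaving out thymus replicate 2, and each batch alone for the Trav11 share and the marker scores were added after the data had been seen. A filter of at least 10 counts in every sample could not be applied to the Trbv genes, since Trbv13-2 alone passes it. The cause was not tested for any of the changes given here.

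Of 269 recomputed values that answer a comparison, 185 kept their direction and side of the threshold (counts of genes stayed within 1.5 times). Another 58 moved, 17 kept their direction but were no longer past the threshold, and 9 reversed. The 58 are counts of genes that moved further than 1.5 times, and small moves in the share of the paper's genes with the published sign. That share only rose from 99.8% to 100%. Of 1201 recomputed values of named genes, 1013 kept their direction and side, 131 were no longer past the threshold, 42 became so, and 15 reversed. Of 30 recomputed differences between pairs of tissues in Trbv shares, 23 kept both, 5 lost the threshold and 2 reversed, and of 172 recomputed tissue means 165 moved by less than 1 SD and 7 by more. The 5 are all Trbv13-3 in mLN against spleen (2.75 to 4.97 points, against 3.94 with all samples). Their exact p-values, 0.1 without single replicates and 0.125 with the replicate block, are the smallest that 3 samples against 3 and 4 pairs allow, so the loss was fixed by the design.

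Counts of differentially expressed genes were the results that moved most often. With DESeq2 they were 407 for thymus and spleen, 266 for mLN and spleen, 594 for iLN and spleen, 428 for mLN and thymus, 504 for iLN and thymus and 303 for iLN and mLN, with 494 for LNs against spleen and thymus and 1090 over the 4 tissues. With no filter on low counts they were 393 for thymus and spleen, 273 for mLN and spleen, 544 for iLN and spleen, 435 for mLN and thymus, 480 for iLN and thymus and 279 for iLN and mLN, with 532 for LNs against spleen and thymus and 1134 over the 4 tissues. Without the batch covariate they were 29 for mLN and spleen, 129 for iLN and spleen, 123 for iLN and thymus and 40 for iLN and mLN. With only the 2 groups compared they were 310 for thymus and spleen, 15 for mLN and spleen, 75 for iLN and spleen and 19 for iLN and mLN. Thinned to the smallest library, iLN and mLN differed by 101 genes.

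Across the 5 fits that each left out one replicate, or thymus replicate 2 alone, the counts were 71 to 128 for thymus and spleen, 2 to 76 for mLN and spleen, 51 to 176 for iLN and spleen, 71 to 141 for mLN and thymus, 34 to 171 for iLN and thymus, 19 to 63 for iLN and mLN, 54 to 204 for LNs against spleen and thymus and 138 to 368 over the 4 tissues. In these fits 99.8% to 100% of the genes in the paper's list kept the published sign, and 100% did with at least 10 counts in every sample, with rRNA genes removed, with the replicate block and length correction, and thinned to the smallest library.

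The Trav11 difference between LNs and the other tissues kept its direction in every alternative, but the test over the 4 tissues was no longer under 0.05 with TPM (−2.54 points), without Trav11d (−1.03), with the replicate block (−3.63), within batch 1 (−2.64) and within batch 2 (−4.86). Without single replicates the difference was −4.79 to −2.01, and the test was no longer under 0.05 without replicate 1 (exact permutation p = 0.266), replicate 2 (p = 0.0906) or replicate 4 (p = 0.238). Within batch 1 the difference between LNs and the other tissues reversed for Trbv13-2 (1.08 points), Trbv1 (−0.26) and the B cell score (0.18), and within batch 2 for Trbv29 (1.41). Without single replicates it was −3.17 to 0.60 for Trbv13-2, −3.20 to 0.83 for Trbv29, −0.27 to 1.02 for Trbv1, −0.64 to 0.058 for the B cell score and −0.25 to −0.15 for the myeloid score. For Trbv13-2 in iLN against spleen it was −4.91 to 10.1 points. Within batch 1 the tests were no longer past the threshold for the scores of myeloid (−0.12), thymocyte (−0.37) and regulatory T cell genes (1.51). Within batch 2 they were not for myeloid (−0.32), thymocyte (−0.75), regulatory T cell (1.82) and NKT2 genes (0.43).

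The named genes that reversed had changes near 0 or few counts. Without single replicates, the change against spleen was −1.48 to 0.17 for Fos, −1.18 to 0.16 for Nr4a1, −0.041 to 0.20 for Tcf7 and −0.038 to 0.12 for Ptpn22 in thymus, −0.041 to 0.10 for Ptpn22 in mLN and −0.31 to 1.09 for Egr3 in iLN. Between LNs and the other tissues it was −0.10 to 0.50 for Egr3 and −0.69 to 0.42 for Mki67. Thinned to the smallest library, Tcf7 (−0.020) and Ptpn22 (−0.028) reversed in thymus, and with at least 10 counts in every sample Ptpn22 reversed in mLN (−0.0040).

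Depth limits the Trbv shares. With 39 Trbv counts in thymus replicate 2, a gene needs a share of 7.69% to reach 3 counts. Traj genes held at most 2 counts per sample, so no usage of joining segments was computed.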

Differences from the paper's values

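A gap is called closed where a count or a share comes within 1.5 times the paper's value or within the larger SD of it, and where a log2 fold change has the paper's sign and comes within its SE of the paper's value, so a closed gap can still leave a difference. Between mLN and spleen the paper gives about 200 differentially expressed genes, against 89 here. DESeq2 (266) and no filter on low counts (273) closed this gap, and the other alternatives set before the data were examined did not. Between thymus and spleen the paper shows about 320 genes in Fig. 3A, read by eye, against 182 here, and DESeq2 (407), no filter on low counts (393) and only the 2 groups compared (310) closed the gap. Between iLN and spleen it shows about 460 genes in Fig. 3A, read by eye, against 211 here, and DESeq2 (594) and no filter on low counts (544) closed the gap. For both comparisons the other alternatives set before the data were examined did not.

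In the table behind Figure 3B, the log2 fold changes in thymus against spleen had the opposite sign for Cd226 (the paper's 1.40, here −1.42), Egr1 (the paper's −0.95, here 0.96), Egr3 (the paper's −2.35, here 2.34), Gpr183 (the paper's −1.28, here 1.28), Tox (the paper's −1.68, here 1.75), Treml2 (the paper's −1.61, here 1.61), Ccl5 (the paper's 2.66, here −2.68), Ccr2 (the paper's 1.64, here −1.56). The sign was also opposite for Ccr8 (the paper's −8.54, here 8.29), Ccr9 (the paper's 2.34, here −2.28), Il18r1 (the paper's −0.66, here 0.58), Klrd1 (the paper's −2.12, here 2.03), Klrk1 (the paper's −1.40, here 1.44) and Gzma (the paper's −2.47, here 2.45). Il1r1 had the same sign in both, the paper's 2.57 and 1.36 here. None of the alternatives set before the data were examined closed the gap for any of the genes named here.

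For Dok2 in iLN against spleen the log2 fold change was the paper's −1.36 and −1.03 here, closed by thinning to the smallest library and without replicate 3. For Dok2 between LNs and the mean of spleen and thymus it was the paper's −1.001 and −0.81 here, closed by at least 10 counts in every sample, no filter on low counts, the replicate block, thinning to the smallest library, and without replicate 3 or 4. For Ccr2 in mLN it was the paper's −0.68 and −0.53 here, closed by at least 10 counts in every sample, no batch covariate, no filter on low counts, thinning to the smallest library, and without replicate 1 or 4. The remaining alternatives set before the data were examined did not close these gaps in Dok2 and Ccr2. For Il18rap it was the paper's −1.58 and −1.17 here in mLN, and the paper's −0.91 and −0.51 here in iLN, and none of the alternatives set before the data were examined closed either gap.

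The paper's shares of Trbv genes are means of its 4 samples of CDR3 sequences in the table behind Figure 1B. Trbv1 in spleen was the paper's 17.3% (SD 1.08) and 11% here, closed within batch 1 and without replicate 2, where it was still 13.0% and 11.9%. Trbv13-1 in thymus was the paper's 10.2% (SD 4.82) and 5.06% here, closed within batch 1 and without replicate 2. Trbv13-1 in spleen was the paper's 11.4% (SD 2.99) and 6.68% here, closed within batch 1 and without replicate 1. Trbv13-1 in iLN was the paper's 13.8% (SD 1.81) and 8.73% here, closed within batch 1 and without replicate 2 or 3. Trbv13-2 in iLN was the paper's 28.8% (SD 7.06) and 49.8% here, closed within batch 2 alone, where iLN has 1 sample. Trbv13-3 in mLN was the paper's 12% (SD 2.95) and 7.78% here, closed by TPM, within batch 2 and without replicate 3 or 4, where it was still 8.31% or 8.09%. Trbv29 in mLN was the paper's 19.2% (SD 2.91) and 11.6% here, closed within batch 1, where it was still 13.0%. The remaining alternatives set before the data were examined did not close these gaps.

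Trbv1 in iLN was the paper's 20.1% (SD 6.55) and 10.5% here. Trbv13-3 in thymus was the paper's 9.89% (SD 1.95) and 5.38% here, in spleen was the paper's 8.63% (SD 2.9) and 3.85% here and in iLN was the paper's 12.9% (SD 6.2) and 4.69% here. Trbv29 in spleen was the paper's 15.2% (SD 1.04) and 8.38% here. None of the alternatives set before the data were examined closed these 5 gaps.

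The paper states that Trbv13-2 usage was lower in LNs than in spleen or thymus. Here the mean in mLN had that direction, at −8.14 points from spleen and −3.31 from thymus (exact permutation p = 0.171 and 0.371). The mean in LNs was −1.53 points from that in spleen and thymus (exact permutation p = 0.704). The mean in iLN was 1.64 points above spleen and 6.47 above thymus. Its difference from spleen changed direction without replicate 1 (−0.37) or replicate 4 (−4.91). The paper states that Trbv29 and Trbv1 usage differed between tissues, and here the exact permutation tests gave p = 0.369 and p = 0.347. It gives the Trav11 to Traj18 rearrangement nearly all Trav sequences in each tissue, counted on CDR3 sequences after unproductive ones were removed. Here Trav11 held 82.5% to 88.1% of the Trav counts, a different measure that takes all fragments on a V gene, productive or not. The paper gives Ccr8 as raised in LNs and not in thymus, and here it rose by 8.29 in thymus against spleen. The paper's text gives Ptpn22 as lower in LNs, and here the change in mLN was 0.03 against spleen. The text gives Icos and Cd28 as raised in both LNs, and here the edgeR adjusted p was 0.177 for Icos in mLN and 0.301 for Cd28 in iLN. The table behind Figure 3B has values for Ptpn22 and Icos in iLN alone and for Cd28 in mLN alone, and in these tissues the 3 genes were past the thresholds here too. Against spleen, Fosb, Nr4a1, Egr3, Klrg1 and Dok2 were past the thresholds in none of thymus, mLN and iLN in edgeR's model. In DESeq2, the tool the paper used, Fosb, Nr4a1, Egr3 and Klrg1 were each past them in some comparison with spleen. Counts for the 6 pairs of tissues were 64 to 217 in edgeR's model, lower at both ends than the range the paper gives. Of the 6, 3 (64, 89 and 182) were below that range. With DESeq2 the counts were 266 to 594, and with no filter on low counts 273 to 544, all above the lower end of that range.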

Other observations

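The tests of the sign of the thymus values, of exchanged labels, of iLN against mLN and of undigested samples in this part were chosen only after the results were seen.

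The thymus values in the table behind Figure 3B had the opposite sign of the values here for 15 of 16 genes, with a median absolute sum of 0.0477, whereas the mLN values had the same sign for 26 of 26 genes and the iLN values for 27 of 27. For 6 genes the paper also gives a change between LNs and the mean of spleen and thymus. With the sign of the thymus values reversed, the values in the Figure 3B table gave that change to within 5e-06, and with the sign as printed they were 0.955 to 8.54 away from it. If thymus and spleen labels were exchanged in the data used here, the mLN values of the paper would lie near mLN against thymus, but their median distance from it was 1.44, against 0.0598 from mLN against spleen. The tests are consistent with a thymus comparison written in the opposite direction in that table. The exception was Il1r1, with the paper's 2.57 and 1.36 here.

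Immediate-early genes were higher in LNs than in spleen and thymus, by a score difference of 1.16 (exact permutation p = 1.55e-04, the smallest possible, and 0.00154 with the replicate block). Of the 15 immediate-early genes tested, 6 were past the thresholds upward in LNs and 0 downward, so the rise was not shared by the whole list. Only the LNs were digested at 37 °C, which might raise such genes. A score of heat-shock genes was higher by 0.21 in LNs (exact permutation p = 0.118, and 0.0910 with the replicate block), with 0 of 8 tested genes past the thresholds. Over the 4 tissues the exact permutation test of this score gave p = 0.0547, and p = 0.0222 with the replicate block (adjusted 0.0271). That test does not set digested against undigested tissues. In mLN the score was 0.47 above spleen (exact permutation p = 0.0571) and 0.18 above thymus (exact permutation p = 0.229). In iLN it was 0.20 above spleen (exact permutation p = 0.229) but −0.088 from undigested thymus (exact permutation p = 0.6). Heat stress is therefore not excluded. A score of TCR signalling genes outside the immediate-early list was also higher in LNs, by 0.74 (exact permutation p = 7.77e-04). Of its 12 genes 2 were past the thresholds, Icos and Il2ra. Icos is also in the NKT2 list and Ctla4 also in the regulatory T cell list, so these scores are not separate evidence. Part of the score difference comes from low values in thymus, since spleen was 0.55 above thymus (exact permutation p = 0.0286). Against spleen the score was higher by 0.52 in mLN (exact permutation p = 0.0286) and by 0.41 in iLN (exact permutation p = 0.0571). The immediate-early score did not differ between iLN and mLN (exact permutation p = 0.914), as it would if NKT17 cells were its source. With 0 undigested LN samples, the immediate-early changes in these RNA data cannot be told apart from an effect of the enzymes and warming in the digestion of LNs. For Nr4a1, the paper also reports higher GFP in LN iNKT cells of Nur77-GFP reporter mice than in spleen and thymus, which was not analysed here.

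Genes of regulatory T cells were higher in LNs, with a score difference of 1.66. Foxp3 changed by 3.52 (SE 0.84, edgeR adjusted p = 0.0194) and by 2.77 with the replicate block (edgeR adjusted p = 0.147), and Il2ra by 2.09 (SE 0.17, edgeR adjusted p = 1.60e-06). The change of Il2ra rests in part on low values in thymus (−3.58 against spleen), since against spleen it changed by −0.32 in mLN (edgeR adjusted p = 0.632) and by 0.91 in iLN (edgeR adjusted p = 0.0381). The share of Trav counts outside Trav11 was higher in LNs (exact permutation p = 0.0159). Conventional T cells in the LN sorts are a candidate explanation, but this share was not significant at 0.05 within either batch (exact permutation tests over 4 tissues, p = 0.305 and 0.219). Against it, the regulatory T cell score was higher in iLN than in spleen by 1.29 (exact permutation p = 0.0286), while the Trav11 share differed by only −1.18 points (exact permutation p = 0.429). Of the mLN samples, replicate 1 had both the lowest Trav11 share (78.0%) and the lowest regulatory T cell score (3.20).

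The score of NKT17 genes was 1.67 in thymus, 1.65 in spleen, 3.01 in mLN and 5.75 in iLN, and higher in LNs by 2.53 (exact permutation p = 1.55e-04, the smallest possible). Of 10 NKT17 markers, 9 were past the thresholds upward in LNs, and of 8 NKT1 genes 6 were downward. The score of NKT2 genes was also higher in LNs, by 0.49 (exact permutation p = 1.55e-04, the smallest possible), with 3 of 7 genes past the thresholds upward and 0 downward. Different shares of NKT1, NKT2 or NKT17 cells may account for part of the differences between LNs and the other tissues. Changes within a subset cannot be told apart from them in bulk RNA. By flow cytometry, which was not analysed here, the paper found CD25, ICOS, Nur77 and Ki-67 raised in LNs against spleen within each subset. Mki67, a gene of dividing cells, changed by −0.07 between LNs and the other tissues (SE 0.41, edgeR adjusted p = 0.957). For Ki-67 protein and EdU uptake, the paper reports higher values in LN iNKT cells than in spleen or thymus.

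Tissue labels were exchanged within replicates and the model refitted. In each of the 6 pairs of tissues, 1 of 8 groupings, the real one, gave as many genes, and the other groupings gave at most 1 gene, but with 8 groupings the share cannot fall under 0.05. For LNs against spleen and thymus, 1 of 100 groupings, the real one, gave as many genes. The largest other, with 93 genes, set thymus with iLN against spleen with mLN. For the 4 tissues, 1 of 100 groupings gave as many genes, again the real one, and the largest other, with 181 genes, kept the thymus samples together and the iLN samples together.

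The plot of Figure 3B names Klrg1 where the table behind it names Klrd1. Klrd1 changed against spleen by 2.03 in thymus, −1.504 in mLN and −2.24 in iLN.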
